# Immortalized common marmoset (*Callithrix jacchus*) hepatic progenitor cells possess bipotentiality in vitro and in vivo

**DOI:** 10.1038/s41421-018-0020-7

**Published:** 2018-05-15

**Authors:** Zhenglong Guo, Renwei Jing, Quan Rao, Ludi Zhang, Yimeng Gao, Fengyong Liu, Xin Wang, Lijian Hui, HaiFang Yin

## Abstract

Common marmoset (*Callithrix jacchus*) is emerging as a clinically relevant nonhuman primate model for various diseases, but is hindered by the availability of marmoset cell lines, which are critical for understanding the disease pathogenesis and drug/toxicological screening prior to animal testing. Here we describe the generation of immortalized marmoset hepatic progenitor cells (MHPCs) by lentivirus-mediated transfer of the simian virus 40 large T antigen gene in fetal liver polygonal cells. MHPCs proliferate indefinitely in vitro without chromosomal alteration and telomere shortening. These cells possess hepatic progenitor cell-specific gene expression profiles with potential to differentiate into both hepatocytic and cholangiocytic lineages in vitro and in vivo and also can be genetically modified. Importantly, injected MHPCs repopulated the injured liver of fumarylacetoacetate hydrolase (*Fah*)-deficient mice with hepatocyte-like cells. MHPCs also engraft as cholangiocytes into bile ducts of 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC)-induced bile ductular injured mice. MHPCs provide a tool to enable efficient derivation and genetic modification of both hepatocytes and cholangiocytes for use in disease modeling, tissue engineering, and drug screening.

## Introduction

The common marmoset (*Callithrix jacchus*) is a New World nonhuman primate, originally inhabiting in Brazil, South America, with some populations distributed in Australia and Africa^1^. Due to their small body size, ease of handling, shorter gestation period, and earlier sexual maturation as well as lower maintenance cost compared to Old World nonhuman primates, common marmosets are being used increasingly as one of the mainstream nonhuman primate animal models in biomedical research, including neuroscience, infectious diseases, reproductive biology, stem cell, and toxicological tests^2–7^. Previously, common marmosets were shown to serve as an ideal model system for hepatitis C virus (HCV)-related liver diseases in vivo and in vitro^8,9^. However, the understanding of the pathogenesis and development of effective treatments for liver diseases has been hindered by the availability of a suitable in vitro system.

Although numerous studies have demonstrated the feasibility of isolating primary hepatocytes or hepatic progenitor cells from human liver or other nonhuman primates such as rhesus monkey^10,11^, these cells can only undergo a few population doublings before losing their differentiation status and dying and lack the capability of indefinite expansion. Also this is particularly challenging experimentally because sacrificing nonhuman primates to obtain primary cells is both expensive and time-consuming, thus immortalized cell lines will greatly improve the functionality of nonhuman primates such as marmoset models. Epithelial liver stem cells from a cynomolgus monkey fetus could be immortalized^12^, suggesting that immortalized cell lines could be generated from nonhuman primate fetuses. Embryonic stem cell lines (ES) and induced pluripotent stem cell lines (ips) reported to be derived from common marmoset^13,14^ will be useful for understanding tissue differentiation in nonhuman primates, but are of limited use when it comes to diseases of specific tissues because of high costs and complicated differentiation protocols. Importantly, both ES- and ips-derived hepatocytes fail to expand in vitro indefinitely. Therefore, establishment of immortalized common marmoset hepatocytes or progenitor cells will provide a valuable tool for the development of effective treatments for liver diseases.

Here we describe the derivation of an immortalized hepatic progenitor cell line (marmoset hepatic progenitor cell; MHPC) from common marmoset fetal liver. Infection of fetal liver cells with simian virus 40 large T antigen (SV40T)-expressing lentivirus enables their indefinite proliferation in vitro without chromosomal alteration and telomere shortening. Examination on the gene expression profiles of this immortalized cell clone revealed a hepatic progenitor cell-specific gene expression, confirmed by semiquantitative reverse transcription-PCR and immunohistochemistry. MHPCs possess the capacities of self-renewal and ability to differentiate into both hepatocytes and cholangiocytes in vitro and in vivo. MHPCs are stable, expandable, and genetically editable, which hold great promise for the disease modeling and the development of effective treatments for liver diseases.

## Results

### Immortalized marmoset fetal liver cells are capable of self-renewal without chromosomal alteration and telomere shortening

A mixed population of fetal liver cells was derived from full-gestation aborted marmoset fetal liver after digestion with collagenase^15^. Approximately 70% of attached cells consisted of elongated spindle cells with dark nuclei, whereas about 30% of attached cells consisted of polygonal cells with epithelial-like morphology (Fig. 1a), which is a typical feature of hepatic progenitor cells. These cells were infected with lentivirus expressing SV40 large T antigen and enhanced green fluorescent protein (EGFP) daily for three times after one passage (Supplementary Figure S1a). Strong fluorescence signals were detected in mixed liver cells 1 week after three successive infections and EGFP-positive cell clones were sorted with fluorescence-activated cell sorting (FACS) and seeded in six-well plates with further dilution. Notably, EGFP signals became weaker with passaging (Supplementary Figure S1a), consistent with previous reports^16^. Six clones derived from a mixed population formed colonies and proliferated rapidly after 30 passages, though most cells changed their morphologies during infection and became more like elongated spindle cells (Supplementary Figure S1b). Among them, four clones showed the expression of both hepatocytic and cholangiocytic cell markers (Supplementary Figure S1c), and hepatic stem cell markers (sex-determining region Y box 9 gene—*Sox9*)^17^ and fetal hepatic progenitor markers (cytokeratin 7—*CK7*; Supplementary Figure S1d), indicating these clones are likely MHPCs. In contrast, clone 1 expressed all the markers, including hepatic stem cell marker (epithelial cell adhesion molecule—*EpCAM*) and fetal hepatic progenitor marker (α-fetoprotein—*AFP*; Supplementary Figure S1d), and was more epithelial-like compared to other clones and capable of indefinite proliferation with a mean population doubling time of 2.3 days (Fig. 1a, b). Little difference was detected in doubling time at passage 30 and passage 80 (Fig. 1b), suggesting that clone 1 retained the self-renewal capacity after multiple cell divisions in vitro. Karyotype analysis verified the normal 46 and XY karyotype of clone 1 after 30 population doublings as demonstrated by conventional Giesma banding (Fig. 1c). Examination on the number of chromosomes from 30 individual clones of clone 1 (passage 30) showed that approximately 82% of clones maintained 46 chromosomes (Fig. 1d) without telomere shortening (Fig. 1e), indicating that clone 1 can self-renew without chromosomal alteration and telomere shortening.

**Fig. 1:**
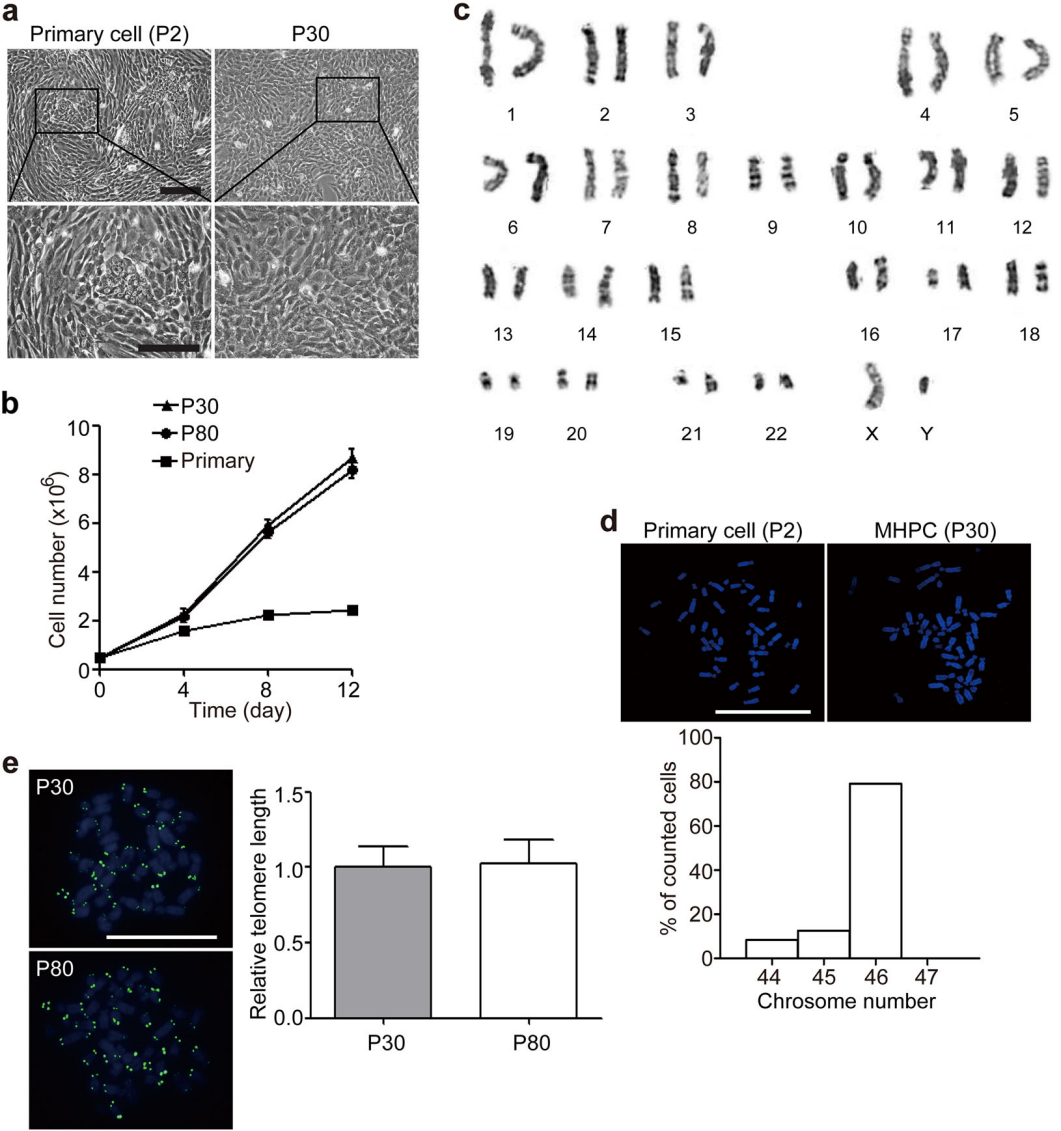
Establishment of immortalized marmoset fetal liver cells. **a** Morphology of immortalized marmoset fetal liver cell line MHPCs at passage 30 (scale bar = 100 µm). **b** Growth curve of MHPCs at passages 30 and 80, and isolated primary cells. Primary refers to isolated primary cells. Data represent mean ± sem (*n* = 3). The calculation was based on the online software http://www.doubling-time.com/compute.php. **c** G-band staining analysis of MHPCs at passage 30 showed a normal 46 XY karyotype. **d** Confocal microscopic images for DAPI staining of the choromosomes during mitosis. **e** Measurement of telomere lengths in MHPCs at passages 30 and 80 with Q-FISH. Data represent mean ± sem (*n* = 30)

### MHPCs possess hepatic progenitor cell-specific expression pattern

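RNA sequencing libraries were made from 3 samples of clone 1, the marmoset hepatic progenitor cell (MHPC) line, and from 3 adult marmoset livers. The 3 MHPC samples were passages of 1 clone, so their spread covers passage and culture but not animals, whereas the 3 livers came from separate animals. The paper gives passages 10, 25, and 30 and liver ages of 3, 6, and 12 years, while the deposited sample labels give passages from 15 to 30 and ages from 5 to 10 years. Neither pairs a library number with a passage, an age, or an animal, so the libraries are numbered here as in the labels. From single-end Illumina reads, the authors deposited 1 table of FPKM values (reads per kilobase of gene and per 1000000 reads of the library) for 32323 genes, which are listed by Ensembl identifier without names. Of these genes, 11087 were at 0 in all 6 libraries. The FPKM values of a gene were whole multiples of the value of 1 read, and 100% of the values above 0 came out as whole reads once a whole gene length and a whole library total were found. The library totals recovered in this way were 7458258, 8450454, and 6501285 reads for MHPCs 1, 2, and 3, and 9682046, 9012326, and 8670017 reads for adult livers 1, 2, and 3. The adult liver libraries were thus deeper than all MHPC libraries. Genes with an FPKM of at least 1 in at least 3 libraries were kept, which left 13620 genes, and log2(FPKM + 1) was compared between the groups with limma (moderated test with trend, Benjamini-Hochberg adjustment). Fold changes on this scale understate the change of genes with low values. An FPKM value is relative to all reads of its library, and the most abundant genes took unequal shares in the groups. The 10 most abundant genes held 4.43%, 4.65%, and 4.86% of the summed FPKM in MHPCs 1, 2, and 3, and 24.2%, 38.96%, and 28.0% in adult livers 1, 2, and 3. The median FPKM of the tested genes was 14.4, 14.5, and 13.6 in the MHPC libraries and 6.81, 5.62, and 6.90 in the adult liver libraries. No 2 libraries of a group were copies of each other, since the chi-square of their reads per gene was 5.21 to 6.14 between MHPC libraries and 107.4 to 280.1 between adult liver libraries, where sampling alone gives 1. The median chi-square over genes was lower, at 1.08 to 1.34 between MHPC libraries and 4.07 to 8.45 between adult liver libraries. Genes with large differences thus raise the values per gene, and the 1 from sampling refers to those values and not to the medians.

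**Figure D1:**
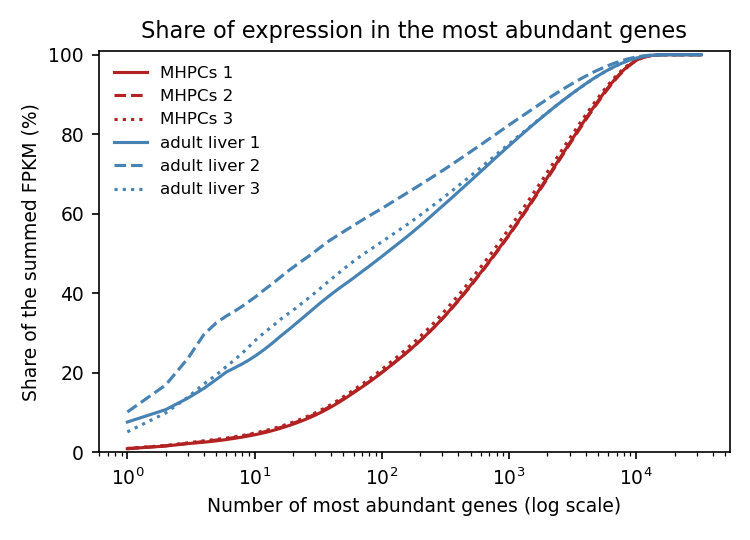
Share of the summed FPKM (%) held by the most abundant genes of each library, against the number of genes counted from the most abundant one (log scale). Each line is 1 library (red, MHPCs; blue, adult liver), and the 100 most abundant genes held 20.1% to 20.9% in MHPCs and 49.3% to 61.3% in adult liver.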

To specify the lineage of clone 1, we performed genome-wide expression profile analysis on different passages of clone 1 (passages 10, 25, and 30) and compared the global gene expression profiles with liver tissues derived from adult common marmosets of different ages. 

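Of the 13620 genes tested, 8878 had higher FPKM values in MHPCs than in adult liver tissues at an adjusted *P*-value under 0.05 (limma, Benjamini-Hochberg adjustment, n = 3 libraries per group), and 7156 of them differed by at least 2-fold. The largest rise among genes whose libraries did not overlap between the groups was that of ENSCJAG00000020421, at 707.9 ± 24.1 FPKM (SD, n = 3) in MHPCs and 0.327 ± 0.0354 FPKM (SD, n = 3) in adult liver. Its log2 fold change was 9.06 (standard error 0.117, limma adjusted *P* = 1.54e-07), and its adult liver values rest on 22, 17, and 20 reads. The next largest was ENSCJAG00000012495, with 5951 ± 366 FPKM (SD, n = 3) in MHPCs and 27.3 ± 11.6 FPKM (SD, n = 3) in adult liver, a log2 fold change of 7.80 (standard error 0.294, limma adjusted *P* = 1.58e-06). With each library left out in turn, these log2 fold changes stayed between 9.04 and 9.09 and between 7.48 and 8.10. The scaling of the libraries moved the number of genes most. When FPKM values were divided by median-of-ratios size factors, the default scaling of DESeq, which sets the typical gene equal between libraries, 4079 genes were higher in MHPCs, and the 2 genes named here had log2 fold changes of 8.21 and 6.50. The deposited table does not pair its identifiers with gene names, and the RefSeq gene list used here carries no Ensembl identifiers, so the values of *CD44*, *Sox9*, *Sox17*, and *Ncam1* were not analysed here.

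**Figure D2:**
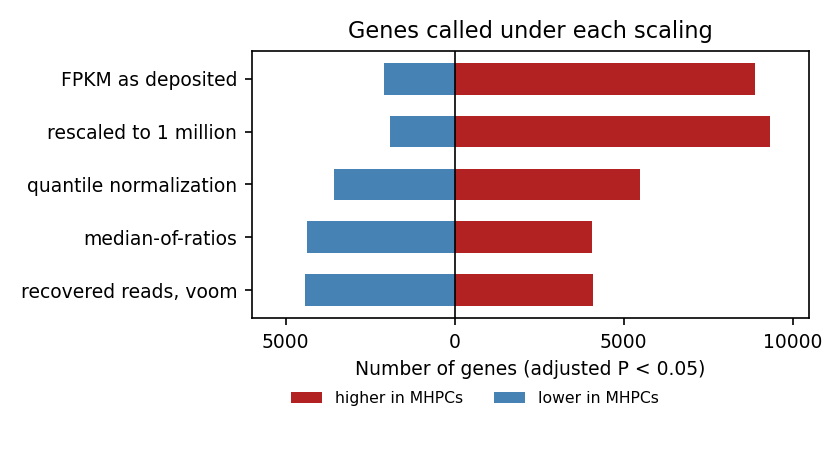
Number of genes with an adjusted P-value under 0.05 that were higher (red, right) or lower (blue, left) in MHPCs than in adult liver tissues. The bars show different scalings of the FPKM values and limma-voom on the recovered reads. Limma-voom also used median-of-ratios size factors, so it is a different test and not a further scaling. From 8878 higher and 2099 lower genes with FPKM as deposited, the numbers changed to 4079 and 4373 with median-of-ratios size factors.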

The expression profiling revealed that the upregulation of hepatic progenitor marker genes in clone 1, including *CD44*, *Sox9*, *Sox17*, and neural cell adhesion molecule 1 (*Ncam1*; Fig. 2a)^18^ compared to adult liver tissues, indicating that clone 1 is a MHPC line. The expression of hepatic progenitor-specific genes in MHPCs was further confirmed by semiquantitative RT-PCR (Fig. 2b) and immunocytochemistry (Fig. 2c). Consistently, gene set enrichment analysis demonstrated that the expression of DNA replication and cell cycle relevant genes was significantly elevated (Fig. 2d, *P < 0.1 × 10^−4^), whereas the mRNA levels of cellular metabolism-related genes were significantly decreased (Fig. 2e, *P < 0.1 × 10^−4^). 

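At an adjusted *P*-value under 0.05 (limma, Benjamini-Hochberg adjustment), 2099 genes were lower in MHPCs than in adult liver tissues, and 80.9% of the 10977 genes called were higher. With median-of-ratios size factors, 4373 genes were lower in MHPCs and 48.3% of the called genes were higher, and of the 8878 genes called higher from the deposited values, 4079 were called higher, 591 were called lower, and 4208 were not called. On log2(FPKM + 1) of the deposited values in all 6 libraries, the largest fall was that of ENSCJAG00000015091. It had 2.73 ± 0.775 FPKM (SD, n = 3) in MHPCs and 36013 ± 16229 FPKM (SD, n = 3) in adult liver. Its log2 fold change was -13.15 (standard error 0.351, limma adjusted *P* = 6.09e-07). ENSCJAG00000013986 followed, with 2.21 ± 0.168 FPKM (SD, n = 3) in MHPCs and 32821 ± 19763 FPKM (SD, n = 3) in adult liver. Its log2 fold change was -13.11 (standard error 0.458, limma adjusted *P* = 1.22e-06). Leaving out each library in turn gave log2 fold changes of -13.518 to -12.825 for ENSCJAG00000015091 and of -13.655 to -12.657 for ENSCJAG00000013986. The order of the 2 genes was not fixed, and it reversed without adult liver 2 (-12.825 and -13.655) and without MHPC 3 (-12.977 and -13.102). It also reversed when 0.1 was added to the FPKM values in place of 1 (-13.566 and -13.581). Limma-voom on the recovered reads reversed it as well (-14.891 and -14.947). With median-of-ratios size factors the 2 log2 fold changes were -14.253 and -14.18. Their MHPC values rest on 71 and 111 reads over the 3 libraries, which is 63.8 and 54.3 per 1000000 of their adult liver reads. Among the 57 genes with 50000 or more adult liver reads, the lowest such share was 19.3 per 1000000 and none was at 0. Without gene names, no gene could be assigned to DNA replication, the cell cycle, or metabolism, and these terms were not analysed here.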

Also pathways involved in stem cell development, including Wnt, Notch, and Hedgehog^19–21^ were also enriched in MHPCs when compared to adult liver tissues (Supplementary Figure S2). These data indicate that MHPCs are genuine hepatic progenitor cells.

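Of the tested genes, 9155 (67.2%) were higher in every MHPC library than in every adult liver library and 2182 (16.0%) were lower in every MHPC library, where chance gives 10% for both directions together. For a single gene, 3 libraries against 3 cannot give an exact permutation *P*-value under 0.1. The split between the directions depended on the scaling, since with median-of-ratios size factors 4655 genes (34.2%) were higher and 4880 (35.8%) lower in every MHPC library. The median SD of log2(FPKM + 1) over genes was 0.118 among the 3 MHPC libraries and 0.314 among the 3 adult liver libraries, and the median log2 fold change between the groups was 1.09, or -0.01 with size factors. From the higher progenitor marker genes, their detection by RT-PCR and immunocytochemistry, the higher replication and cell cycle genes, the lower metabolism genes, and the enriched stem cell pathways, the paper concludes that MHPCs are hepatic progenitor cells.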

**Fig. 2:**
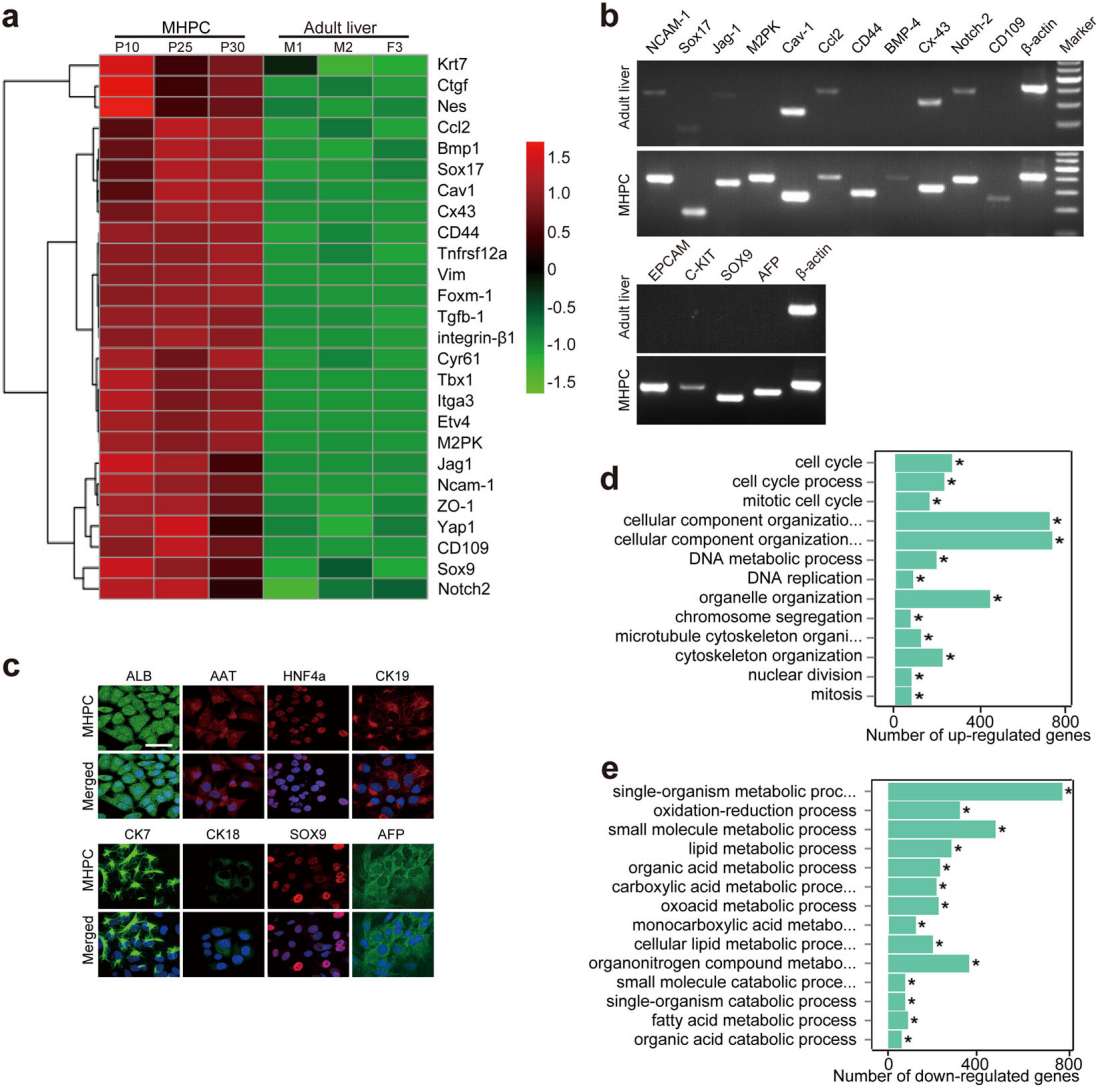
Lineage specification for MHPCs. **a** Hierarchial clustering analysis of global gene expression profiles to compare different passages of MHPCs with adult marmoset liver tissues. Passage 10, 25, and 30 MHPCs were used for RNA sequencing. M1 (male), M2, or F3 (female) refers to animal code. Expression levels (fold) are depicted in colors in which red represents upregulation and green means downregulation. **b** Semiquantitative RT-PCR analysis of hepatic progenitor cell markers for MHPCs at passage 30. Cav-1 refers to Caveolin-1; M2PK means tumor type M2 pyruvate kinase; Ccl2 chemokine (C-C motif) ligand 2; BMP4 bone morphogenetic protein 4; Cx-43 refers to Connexin 43. **c** Immunostaining of hepatic progenitor cell markers for MHPCs at passage 30. Nuclei was counterstained by DAPI (scale bar = 100 µm). **d** Gene set enrichment analysis (GSEA) of DNA replication and cell cycle-related genes for MHPCs at passage 30. DNA replication and cell cycle-related genes were significantly upregulated in MHPCs (passage 30) compared with adult marmoset liver tissues (*n* = 3, two-tailed *t*-test, *P < 0.1 × 10^−4^). **e** GSEA of cellular metabolism-related genes for MHPCs at passage 30. Cellular metabolism-related genes were significantly downregulated in MHPCs (passage 30) compared with adult marmoset liver tissues (*n* = 3, two-tailed *t*-test, *P < 0.1 × 10^-4^)

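Over the tested genes, the Spearman correlation of FPKM values between libraries, which is across genes and not across independent replicates, was 0.986 to 0.989 between MHPC libraries and 0.916 to 0.953 between adult liver libraries. Between an MHPC and an adult liver library it was 0.500 to 0.521 over the 9 pairs. Average-linkage clustering on 1 minus this correlation joined the 3 MHPC libraries at heights of 0.0107 and 0.0143 and the 3 adult liver libraries at 0.0468 and 0.0789, and the groups joined last, at 0.491. The value depended most on the genes included, as the highest correlation between the groups was 0.729 over all genes above 0 in any library and 0.370 over genes with a mean FPKM of at least 5.

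**Figure D3:**
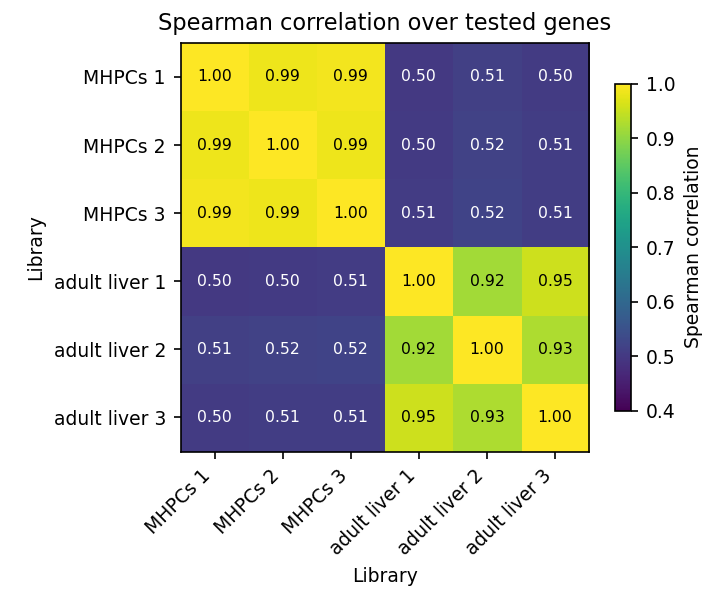
Spearman correlation between each pair of the 6 libraries over the tested genes, with rows and columns for the 3 MHPC and 3 adult liver libraries and the value written in each cell. The pairs within a group lie at 0.916 or above and the pairs between groups at 0.521 or below.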

### MHPCs show bipotentiality in vitro

To investigate whether MHPCs possess the potency of hepatic progenitor cells to differentiate into mature hepatocytes and cholangiocytes in vitro, we cultured MHPCs in hepatic differentiation medium (HDM) with oncostatin M (OSM) and epidermal growth factor (EGF)^22^. Semiquantitative RT-PCR analysis revealed upregulation of mature hepatocyte-specific transcripts (albumin—*Alb*, α-1-anti-trypsin—*Aat*, tyrosine aminotransferase—*TAT*, transferring—*TF*, and glucose-6 phosphase—*G6p*) but not for cholangiocytic cell marker—*CK19* in MHPCs at 12 days after hepatic differentiation (Fig. 3a). Ultrastructural analysis of differentiated MHPCs with transmission electron microscopy indicated typical hepatocytic organelles such as mitochondria, lysosomes, glycogen granules, and bile canalicui in the intercellular space of adjacent cells (Fig. 3b). Moreover, differentiated MHPCs acquired mature hepatic functions, including indocyanine green (ICG) uptake (Fig. 3c-i), intracytoplasmic glycogen storage (Fig. 3c-ii), and lipid droplet generation (Fig. 3c-iii). When grown on two-dimensional Matrigel in HDM containing OSM and EGF for 6 days, MHPCs formed doughnut-like hepatocyte clusters with a diameter of 100 µm (Fig. 3d-i) and the hepatocytic differentiation status of MHPCs was confirmed by periodic-acid-Schiff (PAS) staining for glycogen storage (Fig. 3d-ii). When MHPCs were cultured in three-dimensional (3D) type I collagen gel culture system^23^, they readily differentiated into cholangiocyte-like cells with representative branching structures (Fig. 3d-iii) and expressed cholangiocyte marker CK19 after 9 days of induction (Fig. 3d-iv). Importantly, examination on lower (passage 10) and higher passages (50 and 80) of MHPCs revealed no difference in differentiation capacities among passages (Supplementary Figure S3a), though differentiated hepatocytes derived from primary fetal liver cells showed a weaker droplet formation ability compared to immortalized MHPCs (Supplementary Figure S3b). These findings support the conclusion that MHPCs possess the bipotentiality of differentiating into hepatocytes and cholangiocytes in vitro.

**Fig. 3:**
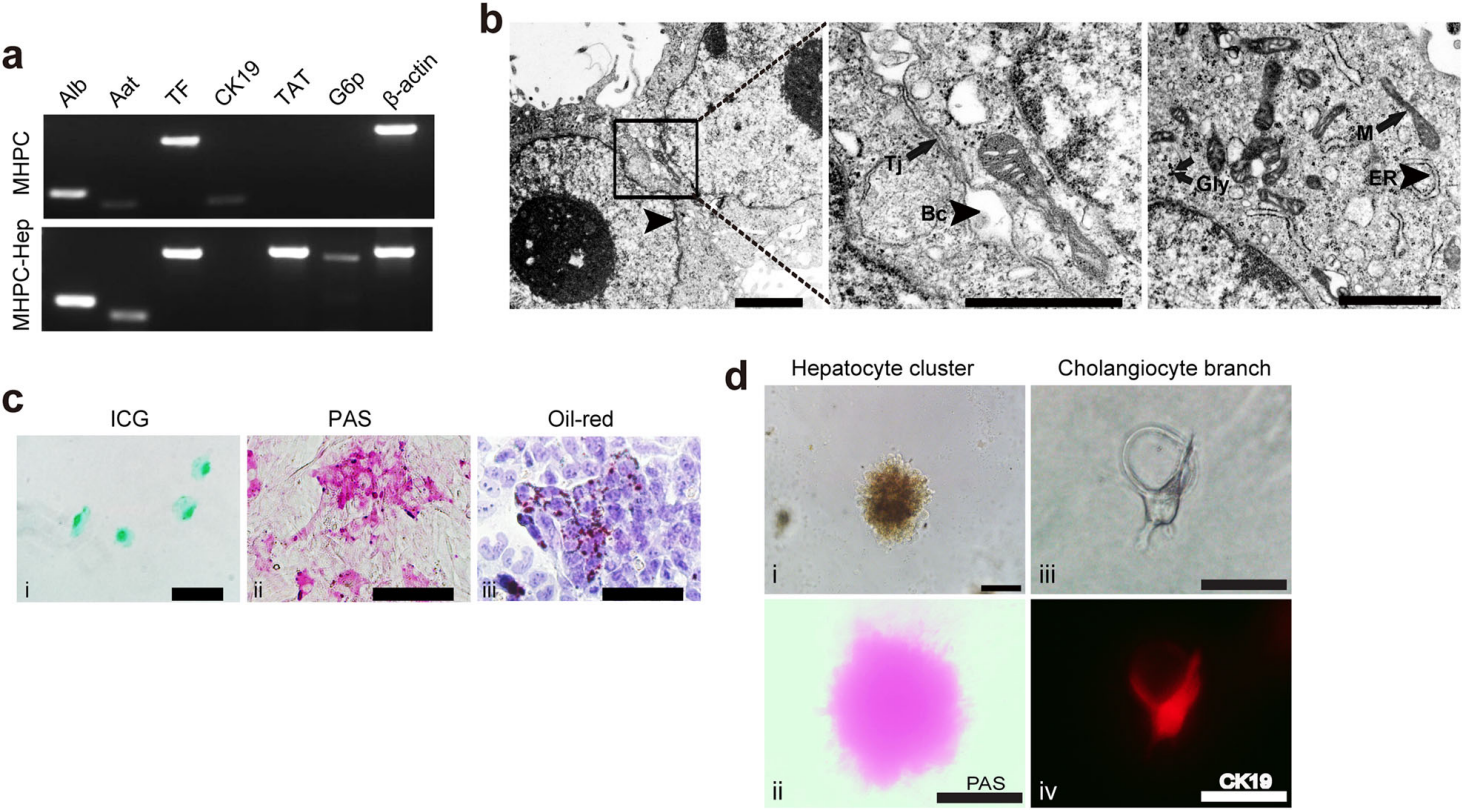
In vitro evaluation for the bipotency of MHPCs. **a** RT-PCR analysis of hepatocytic specific markers for differentiated MHPCs. MHPC-Hep refers to MHPC-derived hepatocytes. β-actin was used as a loading control. **b** Ultrastructure of MHPC-derived hepatocytes. Arrowheads indicate bile canaliculi (Bc) and endoplasmic reticulum (ER); arrows indicate tight junction (Tj), glycogen granules (Gly), and mitochondria (M) (scale bar = 1 µm). **c** In vitro functional evaluation of MHPC-derived hepatocytes, including (i) indocyanine green (ICG) uptake, (ii) PAS staining for glycogen storage, and (iii) Oil Red O staining for lipid accumulation. **d** In vitro bipotency of MHPCs, including (i) hepatic differentiation with 20 ng/ml OSM induction on 2D matrigel showed doughnut-like hepatocyte cluster morphology, and (ii) PAS staining for glycogen storage in MHPC-derived hepatocytes, (iii) branching structure of cholangiocytes formed by culturing in 3D type 1 collagen gel culture system, and (iv) CK19 staining (scale bar = 100 µm)

### Differentiated MHPCs are capable of detoxification and biliary secretion in vitro

Drug detoxification is an important functional parameter for the functionality of mature hepatocytes, particularly for phase I drug metabolism, for which cytochrome P450 (CYP450) enzymes are largely responsible^24^. Examination on the expression of major CYP enzymes, including CYP3A4, CYP1A1, and CYP1A2 indicated that significantly higher levels of CYP3A4, CYP1A2, and CYP1A1 were detected in differentiated MHPCs than undifferentiated MHPCs (Fig. 4a, b). To analyze whether differentiated MHPCs were responsive to CYP inducers, we treated the cells with two commonly used chemical inducers, including 3-methylcholanthrene (3-MCA) and rifampicin (RIF), respectively, for 48 h. As expected, markedly increased mRNA expression levels of CYP3A4, CYP1A1, and CYP1A2 were induced by 3-MCA in differentiated MHPCs, though only a significantly higher level of CYP1A2 expression was detected in response to RIF induction (Fig. 4c), demonstrating that differentiated MHPCs have the capacity to detoxify drugs and can serve as an in vitro model system for studying drug metabolism. In addition, to evaluate the functional activity of epithelial surfaces on mature hepatocytes from differentiated MHPCs, which is likely lost during immortalization-induced epithelial-mesenchymal transition (EMT), we treated differentiated MHPCs with 5(6)-carboxy-2′, 7′-dichlorofluorescein diacetate (CDFDA), a functional assay for epithelial cell surface polarization^22^. Functionally polarized hepatocytes were defined by bright CDF-stained bile canaliculi as CDFDA can be hydrolyzed to fluorescent CDF and secreted to bile canaliculi. The results showed that bright fluorescence appeared in differentiated MHPCs with some punctuate signals localized inside cells (Fig. 4d-i, arrowheads), whereas others resided around membrane half an hour after incubation (Fig. 4d-ii, arrows), suggesting that differentiated MHPCs can absorb and hydrolyze CDFDA and thus secrete fluorescent CDF into bile canalicui. These results show that differentiated MHPCs enable drug detoxification and biliary secretion.

**Fig. 4:**
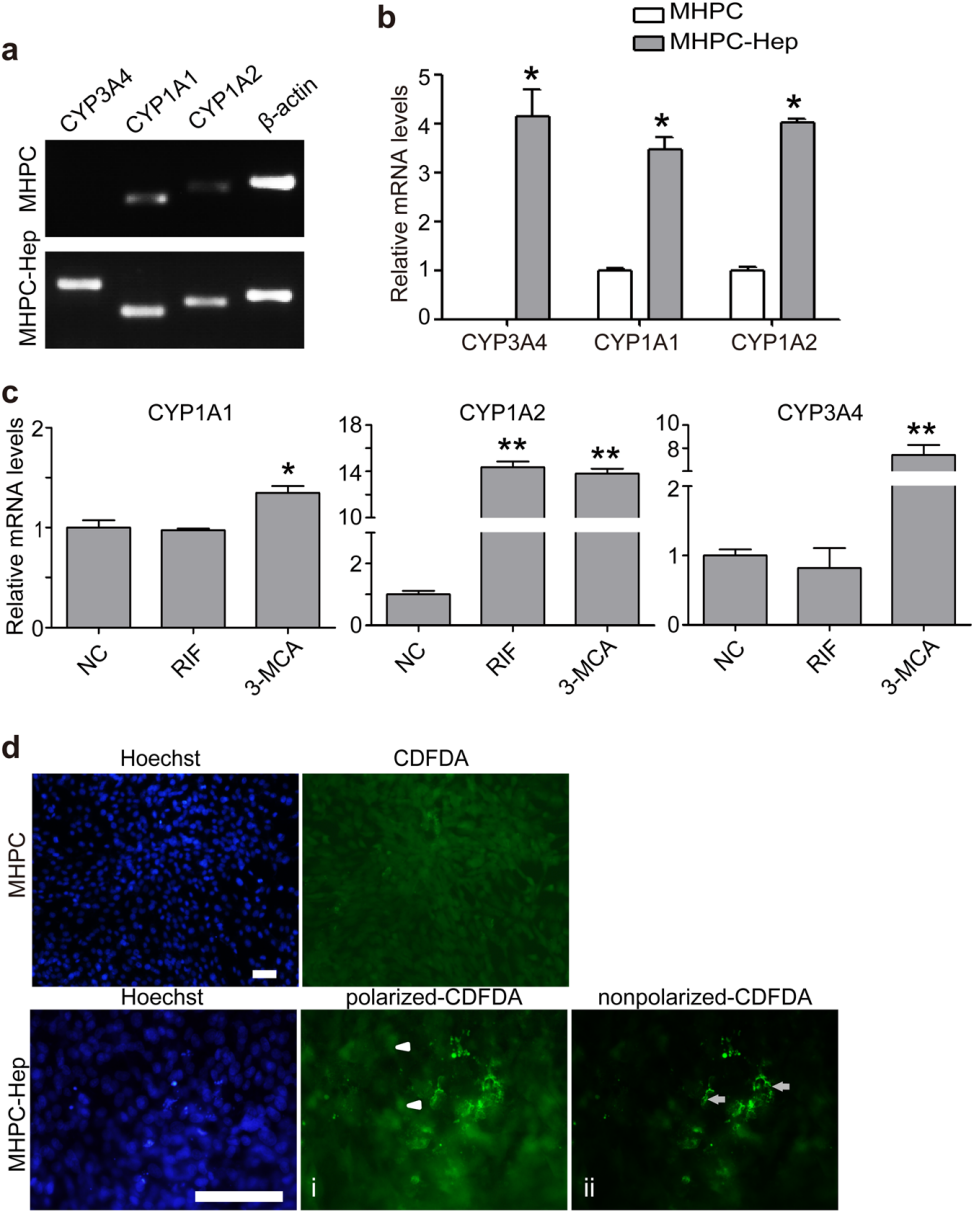
MHPC-derived hepatocytes possess CYP enzyme activities and biliary secretion function. **a** RT-PCR analysis for the levels of CYP enzyme expression in MHPC-derived hepatocytes. β-actin was used as a loading control. **b** Quantitative analysis of the mRNA levels of *CYP* genes by qPCR for MHPC-derived hepatocytes without inducer treatment. MHPC-Hep refers to MHPC-derived hepatocytes (*n* = 3, two-tailed *t*-test, *P < 0.05). **c** The mRNA levels of the CYP enzymes by qPCR, including CYP3A4, CYP1A1, and CYP1A2 in MHPC-derived hepatocytes after the induction with rifampicin (RIF) and 3-methylcholanthrene (3-MCA). Fold changes were normalized to the levels in the cells without induction, respectively (*n* = 3, two-tailed *t*-test, *P < 0.05; **P < 0.01). **d** CDFDA staining showed the accumulation of green CDF in functional bile canaliculi on the apical surface of MHPC-derived hepatocytes (scale bar = 100 µm). (i) Arrowheads point to CDFDA inside cells; (ii) arrows point to CDFDA around membrane

### MHPC transplantation alleviates Fah-deficiency-induced liver metabolic disease

Fumarylacetoacetate hydrolase-deficient (*Fah*^*−/−*^) mice defective in tyrosine metabolism require a supply of 2-(2-nitro-4-trifluoromethylbenzoyl)-1, 3-cyclohexanedione (NTBC) for survival, otherwise mice will die of liver failure. *Fah*^*−/−*^ mice can be rescued by transplantation of normal hepatocytes after NTBC withdrawal^25^, thus representing a good model to assess the functionality of mature hepatocytes. To investigate the potency of MHPCs to differentiate into mature hepatocytes in vivo, we intrasplenically injected EGFP-positive MHPCs (1 × 10^7^) into *Fah*^*−/−*^ mice 3 days after NTBC was withdrawn. EGFP was merely used as a reporter gene for tracing the cells after transplantation and the progenitor property of EGFP-infected MHPCs was verified by the expression of *Sox9* (Supplementary Figure S4a). Untreated *Fah*^*−/−*^ mice (*n* = 7) lost body weights gradually and died within 4 weeks after NTBC withdrawal (Fig. 5a, b). In contrast, although MHPC-transplanted *Fah*^*−/−*^ mice lost weight during the first 4 weeks post transplantation, they regained or stabilized body weights afterwards (Fig. 5a). Importantly, 60% of MHPC-transplanted *Fah*^*−/−*^ mice remained alive for at least 7 weeks without NTBC (Fig. 5b), suggesting that MHPC transplantation can extend the lifespan of *Fah*^*−/−*^ mice. Staining of liver tissues from MHPC-transplanted *Fah*^*−/−*^ mice indicated that Fah-positive cells derived from MHPCs comprised 1–7% of total hepatocytes in liver of *Fah*^*−/−*^ mice and all of the endogenous hepatocytes were Fah-negative (Fig. 5c, Supplementary Figure S4b). Strikingly, Fah-positive hepatocytes were found in multiple focal areas besides adjacent to central veins with some Fah-positive hepatocytes showing binucleated, a feature characteristic of mature hepatocytes^26^, similar to studies in mouse and human reported previously (Fig. 5c, d-i)^17,27^, suggesting that MHPCs can effectively engraft into the liver parenchyma of *Fah*^*−/−*^ mice. Serial staining of liver tissues from transplanted *Fah*^*−/−*^ mice demonstrated the co-localization of Fah- and AAT-positive cells (Fig. 5d-ii), indicating that Fah-positive cells are functional mature hepatocytes. As expected, Fah- and EGFP-postive hepatocytes were also found in spleen of *Fah*^*−/−*^ mice as reported for other species (Supplementary Figure S4c)^27^. To further confirm the in vivo function of differentiated MHPCs, we isolated EGFP-positive hepatocytes derived from MHPCs in transplanted *Fah*^*−/−*^ mice by FACS (Fig. 5d-iii) and cultured for 2 weeks in vitro. Glycogen accumulation was observed in isolated cells as demonstrated by PAS staining (Fig. 5d-iv), suggesting that isolated cells function as mature hepatocytes. Analysis of biochemical parameters for liver function including serum aspartate aminotransferase (AST) and alanine transaminase (ALT) revealed that the level of AST was significantly reduced, though to a much less extent with ALT (Fig. 5e). These findings demonstrate that MHPCs can repopulate *Fah*^*−/−*^ liver cells and attenuate liver injuries caused by Fah deficiency. Moreover, we found that MHPCs did not form tumors after transplantation in either *Fah*^*−/−*^ or immunodeficient nude mice (Fig. 5f).

**Fig. 5:**
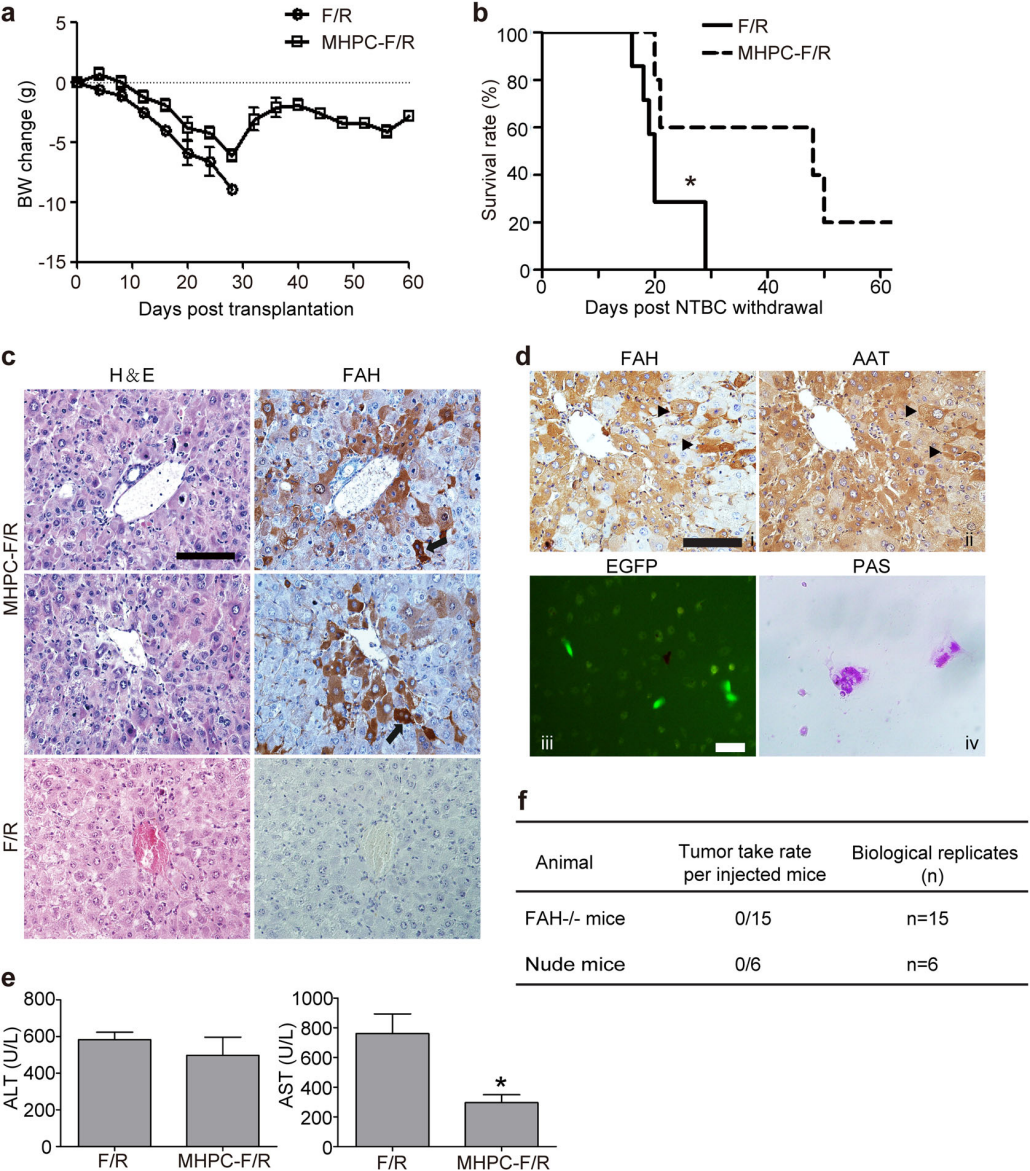
Engraftment of MHPCs into *Fah*^*−/−*^ (*F/R*) mice. **a** Body weight change of transplanted *F/R* mice. Body weight was measured twice every week in *F/R* mice after transplantation of 1 × 10^7^ MHPCs. Body weights at the indicated time were normalized to the weights prior to the transplantation. BW body weight. **b** Kaplan–Meier survival curves of MHPC-transplanted *F/R* mice (*n* = 5) and *F/R* mice that did not receive cells (*n* = 7) after NTBC withdrawal (two-tailed *t*-test, *P < 0.05). **c** Immunostaining for FAH in liver tissues from transplanted *F/R* mice. The results indicated the integration of MHPCs in *F/R* livers and showed normal hepatocyte morphology in H&E serial sections. Arrows indicate binucleated hepatocytes (scale bar = 100 µm). **d** Immunostaining for AAT in liver tissues and in vitro functional evaluation of isolated MHPC-derived hepatocytes from transplanted *F/R* mice. (i, ii) Serial staining for FAH and AAT in liver tissues from transplanted *F/R* mice. Arrows indicate the co-localization of FAH and AAT (scale bar = 100 µm). (iii) Isolated EGFP-positive cells showing glycogen storage stained by PAS (iv) (scale bar = 100 µm). **e** Levels of serum ALT and AST in transplanted and control *F/R* mice (*n* = 3, two-tailed *t*-test, *P < 0.05). The blood was collected prior to the experimental endpoints. **f** The tumorigenicity assay for MHPCs in vivo

### MHPCs contribute to bile duct proliferation in a 3, 5-diethoxycarbonyl-1, 4-dihydrocollidine-induced liver injury model

The 3, 5-diethoxycarbonyl-1, 4-dihydrocollidine (DDC)-fed mouse is a well-established model for hepatic progenitor cell activation and bile duct proliferation^28^. It was reported that in vivo DDC treatment can induce progenitor cells to spontaneously differentiate into cholangiocytes^29^. To determine whether MHPCs possess the ability to engraft into bile ducts and further differentiate into cholangiocytes in vivo. We first established a DDC-induced liver injury mouse model by feeding immunodeficient nude mice with 0.1% DDC (wt/wt). Bile duct proliferation was evident at 4 weeks after DDC induction as demonstrated by the increased number of small bile ducts and collagen deposition scattered throughout periportal areas and around the central and portal vein in the livers of DDC-induced mice (Fig. 6a). Importantly, all the bile duct proliferation were of nonhepatocyte origin revealed by the staining of CK19 (a cholangiocytic epithelial cell marker; Supplementary Figure S5a) and Sox9 (a progenitor cell marker; Supplementary Figure S5b)^30^ and the absence of AAT expression (a hepatocyte marker; Supplementary Figure S5c), suggesting that DDC-induced liver injury activates the endogenous progenitor cells to differentiate into cholangiocytes. EGFP-positive MHPCs (5 × 10^6^) were intrasplenically transplanted into DDC-induced mice (*n* = 8) and were found scattered within small and large bile ducts in the liver of two recipient mice 3 weeks post transplantation and comprised 10–20% of total biliary epithelial cells with the expression CK19 (Fig. 6b), demonstrating that MHPCs can be differentiated into cholangiocyte in vivo.

**Fig. 6:**
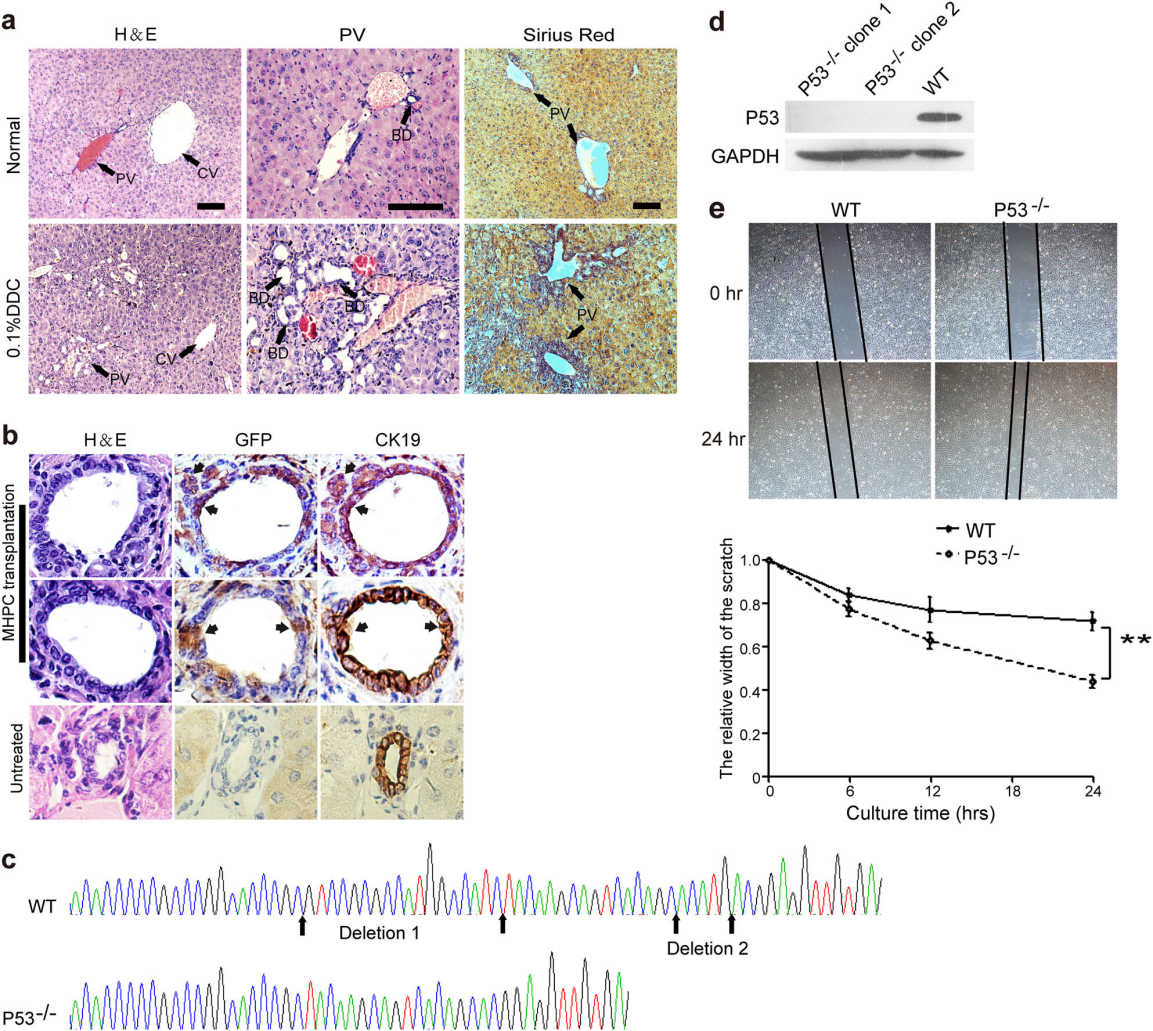
Engraftment of MHPCs into the DDC-induced injury mice and genetic modification of MHPCs. **a** H&E and Sirius Red staining of liver tissues from normal and 0.1% DDC-treated nude mice. Numerous small bile ducts (BD) appeared around the portal veins (PV) in the DDC liver (arrows). CV refers to central vein. **b** Serial immunostaining of GFP and CK19 in liver tissues from transplanted DDC-injured nude mice. The results showed the EGFP-positive MHPCs integrated in the large and small BD and expressed cholangiocyte marker CK19 (scale bar = 100 µm). **c** Sequence analysis of genetically modified MHPCs with CRISPR/Cas9 system for clone 1. Clones 1 and 2 showed identical deletions. WT refers to wild-type MHPCs. Two nonsense point mutations (A-C) and (C-G) were generated in the marmoset *p53* gene. **d** Western blot analysis for the expression of p53 in transfected MHPCs. GAPDH was used as a loading control. A unit of 130 µg total protein was loaded. **e** Wound-healing assay for examining the migration rate of p53^−/−^ MHPCs. A significantly faster migration rate was detected in p53^−/−^ MHPCs than WT MHPCs (*n* = 5, two-tailed *t*-test, **P < 0.01)

### MHPCs can be genetically modified with clustered regularly interspaced short palindromic repeat/Cas9

To examine the genetic modifiability of MHPCs, an important property for disease modeling, we targeted *p53*, a known tumor suppressor gene^31^, with the clustered regularly interspaced short palindromic repeat (CRISPR)/Cas9 system. Two different single-guide (sg) RNAs were designed (sgRNA-*p53*-1 and -2), targeting different sites of the marmoset *p53* exon 5, and introduced into MHPCs by lentivirus infection. Sequence analysis of two transfected MHPCs clones (clones 1 and 2) revealed two identical deletions in *p53* exon 5 (Fig. 6c) and further examination showed the absence of p53 protein as demonstrated by western blot (Fig. 6d), indicating that MHPCs can be readily genetically modified with CRISPR/Cas9 system. p53^−/−^ MHPCs showed no morphologic difference from normal MHPCs though a faster migration rate was observed with p53^−/−^ MHPCs than normal MHPCs as evidenced by the wound-healing assay (Fig. 6e).

## Discussion

Despite common marmosets are useful nonhuman primate models for medical research, particularly for HCV-related liver diseases, the unavailability of suitable in vitro model systems hinders the development of effective treatments for liver diseases. Herein we establish an immortalized MHPC showing an indefinite expansion capacity without chromosomal alteration and telomere shortening. MHPCs not only possess many characteristics of hepatic progenitor cells in self-renewal and gene expression profiles but also have bidirectional differentiation potential to both hepatocytic and cholangiocytic lineages in vitro and in vivo. Importantly, the ability to engraft and repopulate in *Fah*^*−*^^*/−*^ and immunodeficient nude mouse liver without tumorigenicity allows the development of preclinical protocols of allotransplantation in a primate model closely related to humans. In comparison to previous studies on immortalized liver stem cells from cynomolgus monkey fetus (namely IPFLS)^12^, MHPCs were derived from common marmoset, a New World nonhuman primate bearing different physiological features compared to Old World nonhuman primates such as cynomolgus monkey and also an ideal model system for HCV-related studies. The common marmoset remains a more cost-effective nonhuman primate model than the cynomolgus monkey, thus establishment of this cell line gives researchers more tools to work with before in vivo studies. Moreover, the potential of IPFLS to differentiate into biliary lineage and genetic modifiability remain to be determined. Thus, MHPCs would be useful to model hepatic progenitor cells in drug discovery and in understanding of the pathogenesis of human liver diseases.

In the current study, we employed a conventional approach for immortalizing mammalian cells by directly transfecting primary marmoset fetal liver cells with lentivirus expressing SV40 large T antigen^27^. In comparison to methods of staged differentiation to derive tissue-specific somatic cells from embryonic stem cells (ESCs) or induced pluripotent stem cells (iPSCs), the direct induction methods described here have advantages in saving time and materials. Notably, this approach also eliminates the possibility of contaminating cells types such as ESCs or iPSCs, which can result in the possibility of teratoma formation. However, the drawback of this virus infection-based immortalization method is the influence on cellular morphologies as reported earlier^16^, though spontaneous EMT acquisition during culture can also contribute to the morphological changes. Despite the acquisition of mesenchymal features of MHPCs during immortalization, MHPCs maintain the properties and potency of hepatic progenitor cells, including gene expression profiles and functionality, including epithelial cell surface polarization.

After induction in hepatocytic differentiation medium, differentiated MHPCs present the typical features of mature hepatocytes such as elevated expression of hepatocyte-specific gene expression, the presence of hepatocyte-specific organelles, and hepatocyte-related metabolic functions. Importantly, differentiated MHPCs show the capability of detoxification and biliary secretion, which is a key function of mature hepatocytes for detoxification^32^. An interesting observation from our study is that differentiated MHPCs respond remarkably well to CYP inducers such as 3-MCA, but only the level of CYP1A2 was significantly elevated by RIF induction in differentiated MHPCs. It was known that CYP induction is a time- and concentration-dependent process and the induction time and dose of different CYP inducers required varies in human and other species^33^. Therefore, we speculate that the unresponsiveness of CYP1A1 and CYP3A4 to RIF observed in differentiated MHPCs is likely due to the unfavorable conditions (i.e., induction time or concentrations), however the species differences cannot be excluded. Further investigations are warranted to optimize the conditions of RIF induction in MHPCs.

Previous studies showed that a survival rate of 30–50% is commonly observed after transplantation of human primary hepatocytes^34^, it is striking that the repopulation of MHPCs rescued around 60% of *Fah-deficient* mice in our study, suggesting that hepatic progenitor cells are probably more efficient than primary hepatocytes in repopulating liver cells in vivo and thus resulting in higher survival rate. Intriguingly, despite the high survival rate observed in *Fah-deficient* mice after MHPC transplantation, the level of serum ALT was only marginally decreased compared to untreated *Fah-deficient* mice. As it is known that ALT is more sensitive to hepatocytic injury, whereas the serum from untreated and treated *Fah-deficient* mice was harvested when the mice were dying. So it is reasonable that the level of serum ALT increased by the time of harvesting blood and tissues as the liver condition of MHPC-transplanted *Fah-deficient* mice deteriorated. Nevertheless, the significantly extended lifespan and expression of FAH and AAT observed in MHPC-transplanted *Fah-deficient* mice sufficiently proved the potency of MHPCs to repopulate liver cells in vivo and rescue *Fah-deficient* mice.

In summary, we establish an immortalized MHPC line and the cell line possesses the characteristic, gene expression pattern, bipotentiality of hepatic progenitor cells and can be genetically modified. These cells can be useful for studying the pathogenesis, disease modeling, treatments, and allotransplantation therapy for liver diseases.

## Materials and methods

### Cell isolation and culture

Marmoset fetal liver tissues were obtained from aborted marmoset fetus at 12–15 weeks of gestation. Fetal liver cells were isolated as previously described with minor modification^15^. Briefly, marmoset fetal liver tissues obtained were cut into small pieces and incubated in D-Hanks’ medium containing 0.05% collagenase type IV and 5 mM CaCl_2_ for 30–40 min at 37 °C. Dissociated cells were collected, filtered through 70 µm sterile gauze, and centrifuged at 500 × *g* for 5 min. The cell pellet was resuspended and seeded on six-well plates coated with type I collagen in medium Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Invitrogen, USA) supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin (Invitrogen), 0.1 mM 2-mercaptoethanol (Invitrogen), 10 ng/ml hepatocyte growth factor (HGF) and EGF (Invitrogen), 1× insulin-transferrin-selenium (ITS, Invitrogen), 1 × 10^7^ mol/l dexamethasone (Sigma, USA), and 10 ng/ml nicotinamide (Sigma). Cells were maintained at 37 °C in a 5% CO2 incubator with medium changed every other day. For passaging, confluent cultures were split 1:3 using 0.25% trypsin-EDTA for 2–5 min at 37 °C.

### Lentivirus preparation and infection

Lentivirus was prepared with three plasmids (40 µg in total), including the packaging plasmids psPAX2 and pM2D.G, and SV40 large T (kindly provided by Professor Lijian Hui, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences, Shanghai, China) or LentiCas9-Blast or LentiGuide-puro (purchased from Addgene), mixed in a ratio of 3:1:4 and 293FT cells were transiently transfected using calcium phosphate method. Viral supernatant from transfected 10 cm dish was collected every 24 h up to 2 days after the transfection. For SV40T-expressing lentivirus infection, fetal liver cells (passage 2, 5–10 × 10^5^) were seeded in 6-well plates and infected three times with 1.5 ml viral supernatant mixed with 0.5 ml fresh DMEM medium containing 1/1000 polybrene for 10 h and replaced with fresh DMEM medium for another 14 h prior to observation. For Cas9-expressing lentivirus infection, MHPCs (passage 50, 5 × 10^5^) were seeded in 12-well plates and infected with concentrated viral supernatant for 12 h as described above, followed by 2 µg/ml Blasticidin selection for 1 week. Cas9-expressing MHPCs were seeded in 6-well plates (1 × 10^6^) and transfected with two sgRNA-expressing lentivirus for 12 h, followed by 0.5 µg/ml puromycin selection for 2 weeks. Two sgRNAs targeting marmoset *p53* exon 5 were designed with the method reported previously^35^ and synthesized as follows: *p53* sgRNA-1: 5′-GCTTGTAGATGGCCATGGCG-3′; *p53* sgRNA-2: 5′-GCAGTCACAGCACATGACGG-3′. These sgRNAs were cloned into a LentiGuide-puro vector at BsmBI site as previously reported^36^.

### Animals

Six- to 8-week-old *Fah*^*−*^^*/−*^*Rag2*^*−/−*^ mice (kindly provided by Professor Xin Wang, University of Minnesota, MN, USA) and immunodeficient nude mice were used in all experiments (number was specified in the corresponding sections). The experiments were carried out in the animal unit (Tianjin Medical University, Tianjin, China), according to procedures authorized by the institutional ethical committee (Permit Number: SYXK 2009–0001).

### Karyotype and telomere analysis

The karyotype of MHPCs at passage 30 was analyzed. Briefly, MHPCs at passages 30 and 80 were incubated with 10 µg/ml mocodazole (Sigma) in fresh culture medium for 6 h to enrich arrested metaphases, followed by treatment with 0.75 M KCl for 40 min at 37 °C, then fixed with cold methanol:acetic acid (3:1) and spread onto a clean glass slide. For G-band analysis, cells were fixed in 4% paraformaldehyde (PFA) and stained with Giemsa solution, followed by analysis with standard protocols^37^. Chromosome numbers was counted in at least 30 individual cells with fluorescence microscope (Olympus FV1000, Olympus, Japan) after staining with 4′,6-diamidino-2-phenylindole (DAPI). Telomere length of MHPCs was estimated by quantitative fluorescence in situ hybridization^38^. Slides were denatured and hybridized with 0.5 µg/ml fluorescein isothiocyanate-labeled peptide nucleic acid probe (Panagene, Korea), and were counterstained with 0.5 µg/ml DAPI. Chromosomes and telomeres were imaged with fluorescence confocal microscope. Data were analyzed using the online software “Telometer: Software for Telomere Counting” (http://demarzolab.pathology.jhmi.edu/telometer/). The relative telomere length was calculated based on the ratio of the fluorescence intensity sum of all telomere pixels for a given chromosome (proportional to telomere length) to the intensity sum of DAPI pixels for the corresponding chromosome. The mean value for 46 chromosomes for each cell was obtained. For quantitative analysis of telomere length, at least 30 individual cells were measured.

### RNA sequencing

Total RNA (3 µg/sample) extracted from three adult marmoset livers (3, 6, and 12 years old, respectively) and from MHPC cells at different passages (passges 10, 25, and 30, respectively) was used as input material. Sequencing libraries were generated using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, USA) per manufacturer’s instructions and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia, USA) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500 platform and 100/50 bp single-end reads were generated. Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq R package (1.10.1). DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *P*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value < 0.05 found by DESeq were assigned as differentially expressed. Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the GOseq R package, in which gene length bias was corrected. 

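Gene lengths recovered from the FPKM values bear on this correction. The median length was 1840 bases for the 8878 genes higher in MHPCs, 1631 bases for the 2099 lower genes, and 1600 bases for the 2643 tested genes that were not called. When the tested genes were divided into 5 bins of 2724 genes by length, 73.7% of the shortest bin, with a median of 594 bases, and 83.4% of the longest bin, with a median of 3776 bases, were called at an adjusted *P*-value under 0.05 in limma. From the shortest to the longest bin, the share of all genes called higher in MHPCs was 58.0%, 63.8%, 61.9%, 70.0%, and 72.3%. The share called lower did not change steadily with length and was 15.7%, 17.6%, 19.1%, 13.6%, and 11.2%. These shares are for calls from FPKM as deposited, which is not the scaling of DESeq. With median-of-ratios size factors, the share called higher was 22.5%, 27.8%, 29.4%, 33.8%, and 36.2% from the shortest to the longest bin, and the share called lower was 31.4%, 35.2%, 36.9%, 29.9%, and 27.2%.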

GO terms with corrected *P* < 0.05 were considered significantly enriched by differentially expressed genes. Clustered heat-maps were produced by cluster 3.0 software. Original data were uploaded to Gene Expression Omnibus database with accession number: GSE99168.

### Reverse transcription-PCR

Total RNA was extracted from cells by Trizol (Invitrogen) and 1 µg RNA as template was reverse transcribed into cDNA with Transcriptor first strand cDNA synthesis Kit (Roche, Switzerland) per the manufacturer’s instructions. Semiquantitative PCR was performed with Taq polymerase. Quantitative real-time PCR (qPCR) was performed with SYBR Premix Ex Taq (TaKaRa, Japan) on ABI StepOnePlus real-time PCR system (Applied Biosystems, USA). Primers used for the study were listed in Supplementary Table S1. All qPCR data were performed with at least three repeats. The PCR products were confirmed by proper melting curves and an agarose gel electrophoresis.

### Immunocytochemistry and immunohistochemistry

For immunocytochemistry, cells were fixed with 4% PFA for 30 min at 4 °C, then permeabilized with 0.1% Triton X-100 for 30 min and blocked with 5% goat serum for 2 h at room temperature (RT). Subsequently, cells were incubated with primary rabbit monoclonal antibodies, including Albumin, CK19, CK7 (Abcam, UK, 1:200), CK18 (1:100), and Sox9 (1:250, Abcam), and α-1-antitrypsin (rabbit polyclonal antibody, Abcam, 1:200), and mouse monoclonal antibodies, including AFP and hepatocyte nuclear factor 4α (Abcam, 1:200) at 4 °C overnight, and then incubated with goat anti-rabbit Alexa-488, donkey anti-rabbit Alexa-594, or goat anti-mouse Alexa-488 secondary antibodies were used at a dilution of 1:200 in phosphate-buffered saline with Tween 20 (PBST) for 1 h at RT, followed by counterstaining with DAPI for 15 min at RT. For immunohistochemistry, tissues were fixed in Bouin’s solution (Sigma) and embedded with paraffin. Paraffin sections (5–7 μm thick) were prepared, slides were treated with 3% hydrogen peroxide for 15 min, antigens were retrieved by incubating the section in 2.94 g/l citrate buffer (pH = 6.0) with microwave. Slides were blocked in 10% goat serum in 1% bovine serum albumin-PBS for 2 h, and incubated with the primary rabbit monoclonal antibodies, including GFP, CK19 (Abcam, 1:200), and monoclonal rabbit antibodies FAH (Cell Lab Tech, US, 1:3000), α-1-antitrypsin (Abcam, 1:200) overnight at 4 °C, and then incubated with either goat anti-rabbit or anti-mouse horseradish peroxidase-labeled secondary antibodies were used at a dilution of 1:5000 in PBST for 1 h at RT, followed by 3,3′-diaminobenzidine staining.

### Histology

Routine hematoxylin and eosin staining was applied. For sirius red staining, liver tissues from DDC-fed and wild-type nude mice were fixed with 4% PFA and embedded in paraffin. Paraffin sections (5–7 μm thick) were prepared and slides were stained with Sirius red solution (Sigma) for 20 min, and then washed with PBS for three times, followed by staining with hematoxylin for 10 min. Slides were observed with conventional microscopy (Olympus FV1000, Olympus) for pathological evaluation.

### PAS, ICG, and CDFDA uptake assays and Oil Red O staining

Cells were stained by PAS kit (Sigma) per the manufacturer’s instructions. For ICG (Sigma) uptake assay, cells were incubated with DMEM containing 1 mg/ml ICG at 37 °C for 1 h, followed by washing with PBS three times. ICG release was examined 6 h later. For Oil Red O staining, confluent cells were fixed with 4% PFA at 4 °C for 30 min, followed by Oil Red O (Sigma) staining for 15 min, and then washed with PBS and stained with hematoxylin (Sigma) for 30 s. For polarization assay, cells were incubated with 10 µg/ml CDFDA (Sigma) and 1 µg/ml Hoechst 33342 for 30 min at 37 °C, followed by washing with ice-cold PBS and observed with fluorescence confocal microscope (Olympus FV1000, Olympus).

### In vitro differentiation

For the generation of hepatocytes, 1 ml Matrigel (BD, USA) was poured into six-well Ultra Low Cluster Plates (Corning Costar, USA) and then was placed at 37 °C for 30 min to form the gel. Cells (1 × 10^5^) were suspended in HDM (DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS; Invitrogen), 20 ng/ml OSM (R&D, USA), 20 ng/ml EGF (Gbico, USA), 10 ng/ml nicotinamide, 0.1 mmol/l l-ascorbic acid and 1 × 10^7^ mol/l dexamethasone (Sigma). For cholangiocyte differentiation, 3D culture system using collagen type 1 (BD) was prepared as previously described^23^. Briefly, 800 µl collagen type 1, 100 µl 10 × PBS, 20 µl 1 N NaOH, and 80 µl H2O were mixed on ice. This mixture was further mixed with an equal volume of 1 × 10^5^ cells suspended in cholangiocytic differentiation medium (DMEM/F12 medium supplemented with 10% FBS, 20 ng/ml HGF, 1× ITS (Invitrogen).

### CYP450 induction

To evaluate CYP450 induction, MHPC-derived hepatocytes were incubated with 3-MCA (25 µM), RIF (25 µM), or dimethylsulfoxide (DMSO) dissolved in culture medium for 48 h. Total RNA was extracted to measure the level of CYP enzymes, including CYP3A4, CYP1A1, and CYP1A2, in response to chemical inducers by qPCR. DMSO was used as a control for the normalization of CYP expression.

### Mice breeding and cell transplantation

To suppress the immune response in *Fah*^*−/−*^*Rag2*^*−/−*^ mice, 40 µl anti-mouse asialo-GM1 (1 mg/ml; Wako, Japan) was intraperitoneally injected into *F/R* mice 24 h before transplantation. After transplantation, mice were administrated with 7.5 mg/l FK506 (Astellas, Japan) in the drinking water every day and GM1 was given every 7 days. For nude mice, 7.5 mg/l FK506 was given in the drinking water post transplantation. *Fah*^*−/−*^*Rag2*^*−/−*^ mice were maintained with 7.5 mg/l NTBC in the drinking water. For cell transplantation, similar methods were used as described previously^27^. Briefly, NTBC was reduced to 3.75 mg/l for 3 days and withdrawn for another 3 days prior to transplantation. EGFP-expressing MHPCs (1 × 10^7^) in 120 µl Dulbecco‘s Phosphate Buffered Saline (DPBS) were injected intrasplenically into the *Fah*^*−/−*^*Rag2*^*−/−*^ mice without NTBC. Body weight was monitored twice a week after transplantation. For the control group (*n* = 7), blood and liver samples were collected when 30% body weight was lost. For transplanted group (*n* = 5), blood and liver samples were collected 8–10 weeks post transplantation. For DDC-induced liver injury mice, nude mice (*n* = 7) were put on a diet containing 0.1% DDC (wt/wt) for 3 days, then mice were transplanted intrasplenically with 5 × 10^6^ EGFP-expressing MHPCs in 60 µl DPBS. After 4–5 weeks, mice were sacrificed and liver samples were collected.

### Tumorigenicity assay

MHPCs (1 × 10^6^) were subcutaneously injected into the flanks of 6- to 8-week-old nude mice (*n* = 6), animals were examined twice a week to see the formation of tumors during 3-month period.

### Serum enzyme measurements

Mouse blood was taken immediately after cervical dislocation and centrifuged at 1500 rpm for 3 min. Serum was separated and stored at −80 °C. Analysis of levels of serum AST and ALT were performed by the clinical laboratory (Tianjin Metabolic Disease Hospital, Tianjin Medical University).

### Wound-healing assay

MHPCs and p53^−/−^ MHPCs (1 × 10^6^) were seeded in six-well plates for 24 h and then cultured in serum-deprived growth medium for 12 h. Cells were scratched with a sterile pipette tip and cultured in DMEM containing 2% FBS for another 24 h. The relative width of the scratch was measured with a ruler and five areas were randomly selected.

### Statistical analysis

All data are reported as mean values ± sem. Statistical differences between treatment and control groups were evaluated by Sigma Stat (Systat Software, London, UK). Both parametric and non-parametric analyses were applied, in which the Mann–Whitney rank sum test (Mann–Whitney *U*-test) was used for samples on a non-normal distribution, whereas a two-tailed *t*-test was performed for samples with a normal distribution.

## Electronic supplementary material

Supplementary Materials

# Supplementary material for: Immortalized common marmoset (Callithrix jacchus) hepatic progenitor cells possess bipotentiality in vitro and in vivo
**Source:** Cell Discov. 2018 May 15;4:23. doi: 10.1038/s41421-018-0020-7
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary Tables**

**Supplementary Table S1 Primers used in the study**

| Gene | Forward (5’-3’) | Reverse (5’-3’) |
| --- | --- | --- |
| Alb | GTGGGCAGCAAATGTTGTAA | TCATCGACTTCCAGAGCAGA |
| Aat | GTGGGCAGCAAATGTTGTAA | TCATCGACTTCCAGAGCAGA |
| TF | GAAGGACCTGCTGTTTAAGG | CTCCATCCAAGCTCATGGC |
| G6p | TAGCAGAGCAATCACCACCA | GCTTTATCAGTGGCACGGAG |
| Hnf1a | CACCGATGCCGTTAGAAGTG | CCTGTGTTGGTGAATGTGGG |
| Hnf4a | CAGGGTCTTGGGTGGGTATT | AACTGCCGTGTTCATTTCCC |
| Ck19 | CCGCGACTACAGCCACTACT | GAGCCTGTTCCGTCTCAAAC |
| Ck7 | CAGGATGTGGTGGAGGACTT | GGTTCTTGATGGCGTCGATC |
| Ck18 | ACGAGAAGGAGACCATGCAA | GTCATCAGCAGCAAGACGAG |
| Epcam | CTTTAAGGCCAAGCAGTGCA | TCCAGATCCAGTTGTTCCCC |
| c-kit | ACCAACACCGGCAAATACAC | GCTTGCTTTGGACACAGACA |
| Sox9 | GAAGAGAGAGAGGACCAGCC | CACACCGAATCCCAACGATTC |
| Afp | TGGCCTCTTCCGGAAACTAG | GAGAATGCGGGAGGGACATA |
| Cyp3a4 | GCAGCTGAAAGGAAGACTCG | AAAGGCCTCCGGTTAGTTGAA |
| Cyp1a1 | TTTGGCCAGCTCTATGACCA | CGTTCTCATCCAGCTGCTTC |
| Cyp1a2 | TGGCACTGACGAAGATGAGT | GCCTCCTTGCTTACATGCTC |
| TAT | TGAGAACGACGTGGAGTTCA | AAGGGAGAATCTGGGGTGTG |
| Ncam-1 | GTCGTCACTGACCCTGAAGA | TCCAATGACTCCTGCCCAAT |
| Sox17 | CTCCGGATGTTTGCTGCTTT | CTGATCCTTCGCTTGTCACG |
| Jag-1 | TAACCGTGGCTTGGATCTGT | GGATGTTTTGTCGGTGTGCT |
| M2pk | ATGGCTGACACATTCCTGGA | GGCGTTATCCAGCGTGATTT |
| Cav-1 | GAAAACGGAGGCCATTGTGT | CAGGCAGCGTTCACTATGAC |
| Ccl2 | GCAGCAAGTGTCCCAAAGAA | CCCAGGGGTAGAATTGCAGT |
| Cd44 | ACCATTTCAACCACACCACG | AGTTGCCTGGATTGTGCTTG |
| Bmp-4 | TGGGCTGGAATGACTGGATT | GTAGTGTGTGGGTGAGTGGA |
| Cx-43 | AAAAGAGATCCCTGCCCACA | TCGCCAGTAACCAGCTTGTA |
| Cd109 | CTGCAAGCCTTCCAACCATT | CAGATGTGTCGGCTTGATGG |

**Supplementary Figures**

**Supplementary Figure 1**

**
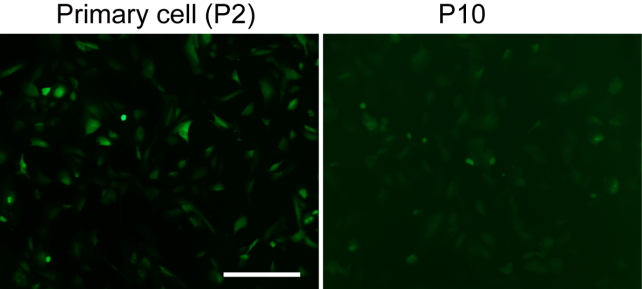
a**

**b**

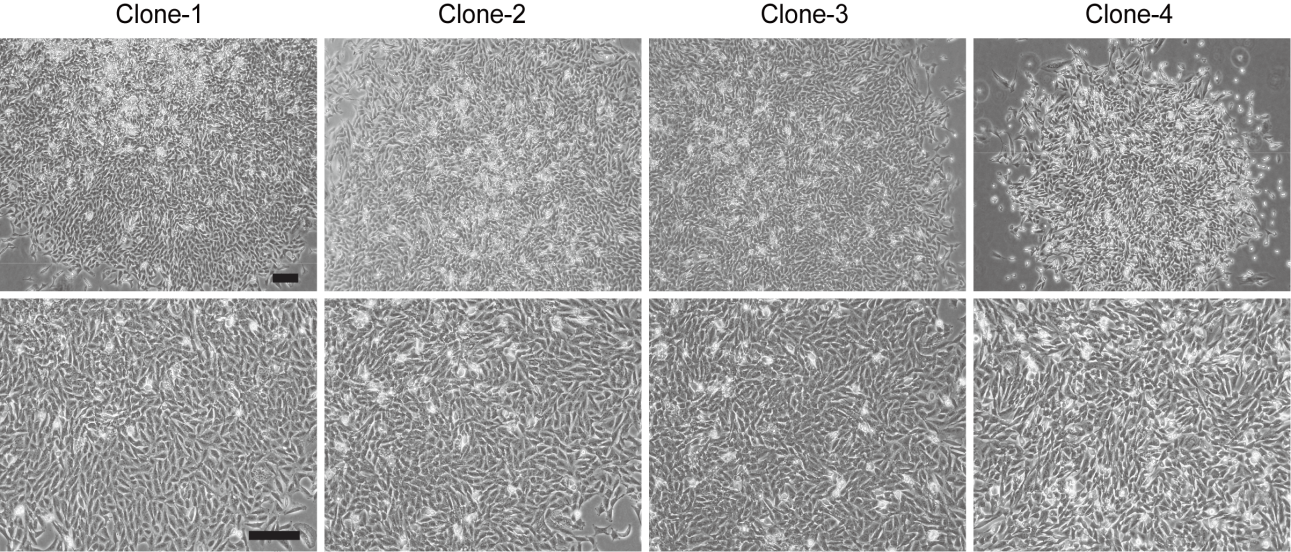

**
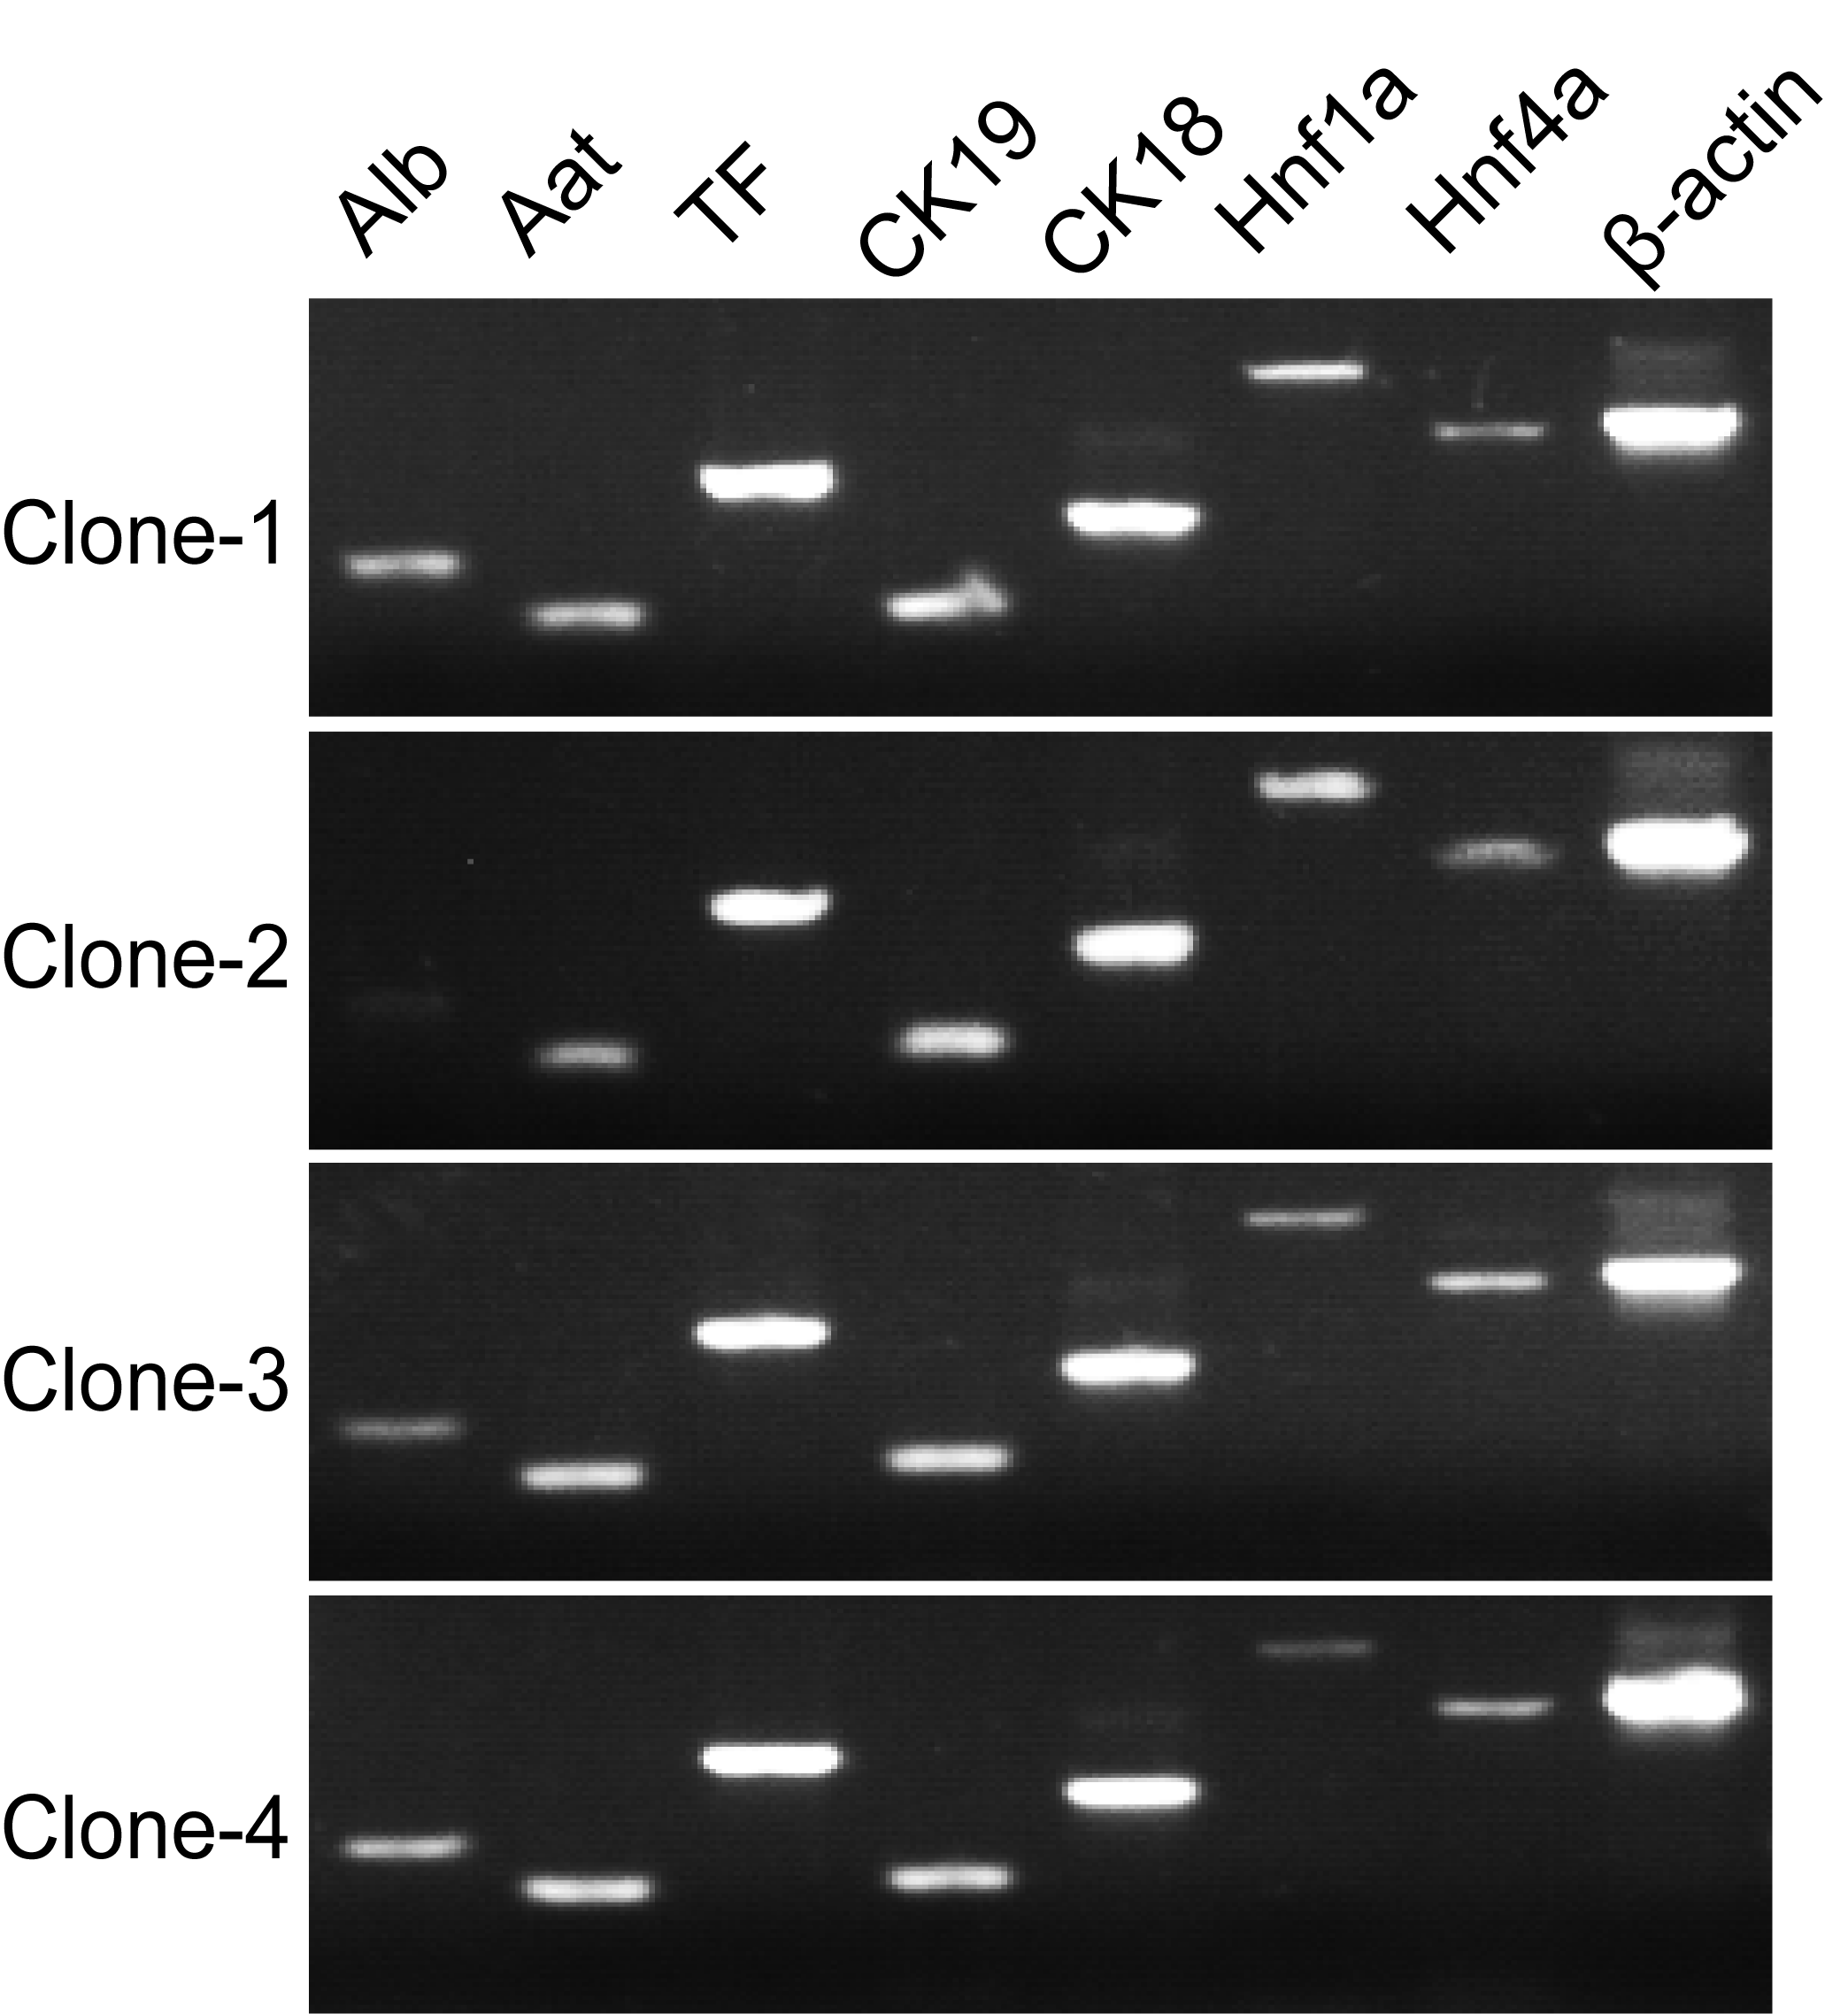
c**

**
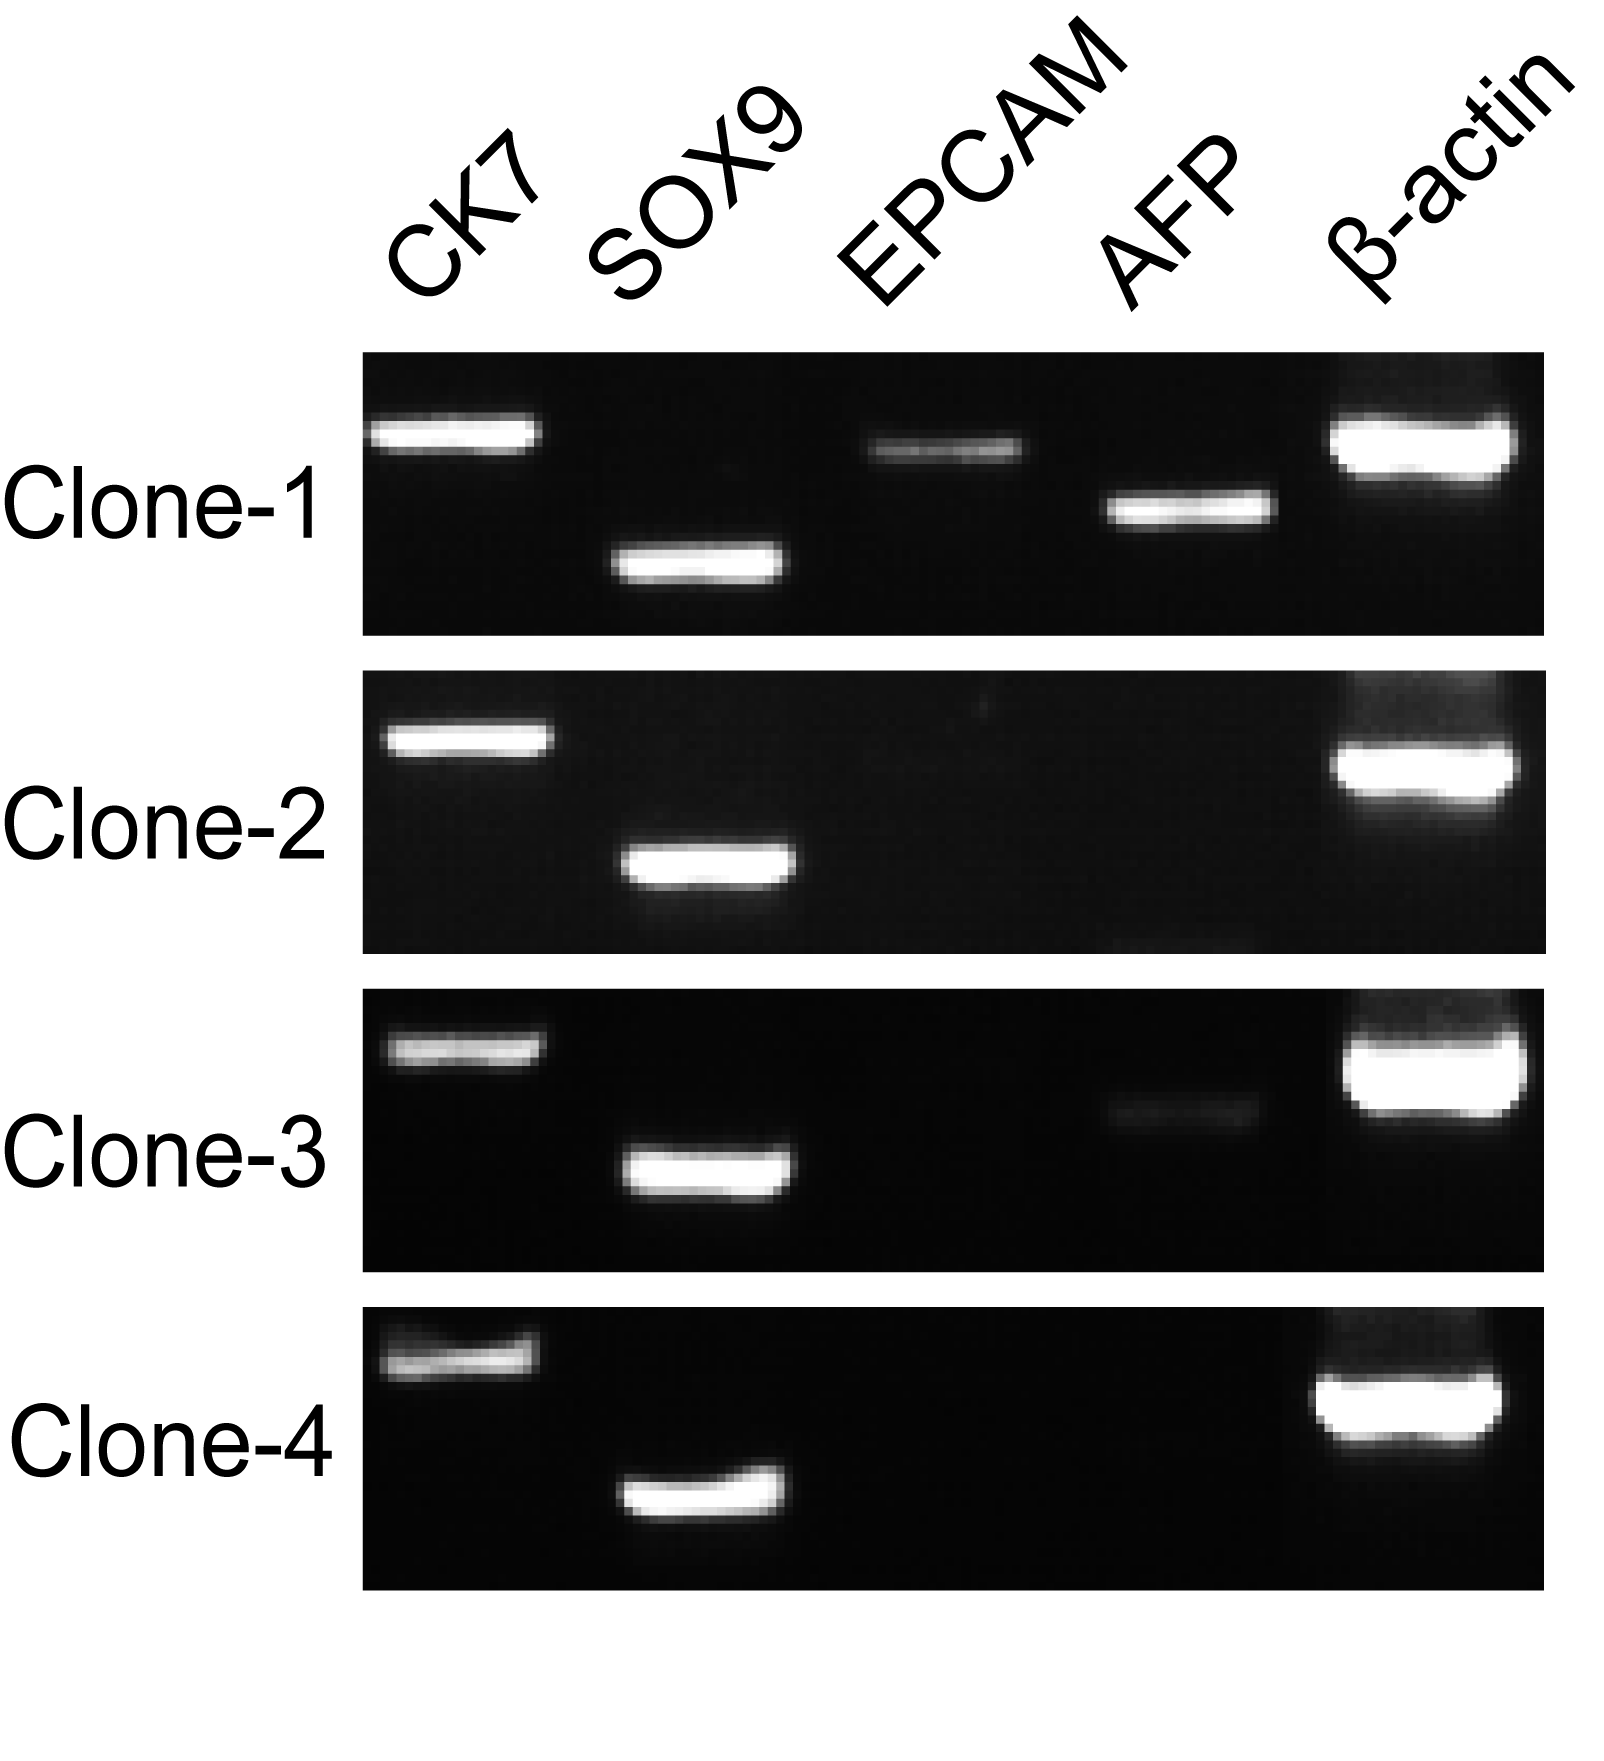
d**

**Supplementary Figure 1. Transfection and characterization of marmoset fetal liver cell clones.** (**a**) EGFP expression in primary cells and immortalized fetal liver cells at passage 10 (scale bar=100 µm). (**b**) Morphology of different immortalized fetal liver cell clones (passage 30). (**c**) RT-PCR analysis of hepatocytic and cholangiocytic cell markers in different cell clones (passage 30). (**d**) RT-PCR analysis of hepatic progenitor cell markers in different cell clones (passage 30). β -actin was used as a loading control.

**Supplementary Figure 2**

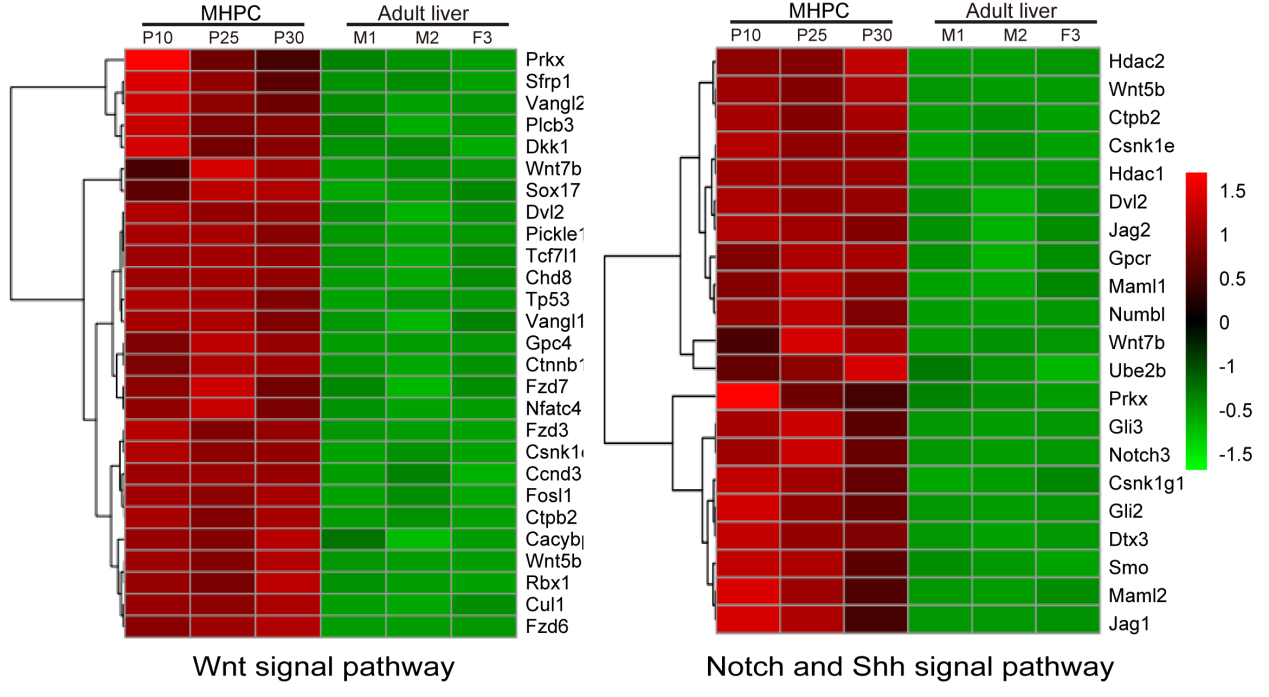

**Supplementary Figure 2.** Hierarchial clustering analysis of Wnt, Notch and Shh signal pathway related gene expression profiles to compare different passages of MHPCs with adult marmoset liver tissues. Passage 10, 25 and 30 MHPCs were used for RNA sequencing. M1 (male), M2 or F3 (female) refers to animal code.

**Supplementary Figure 3**

**
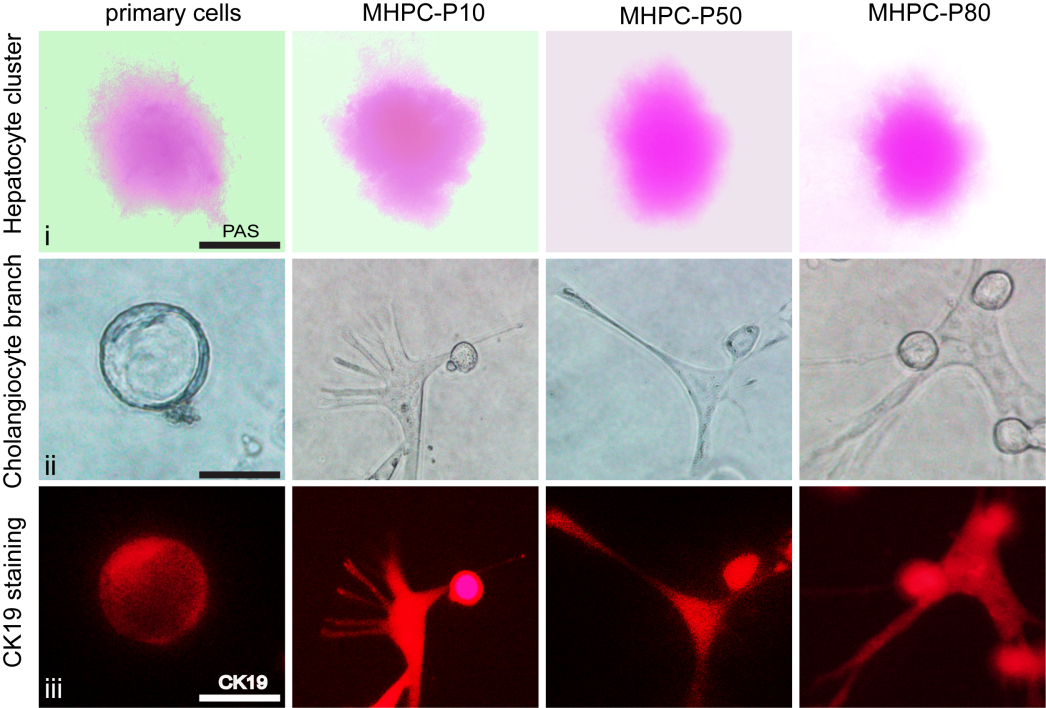
a**

**
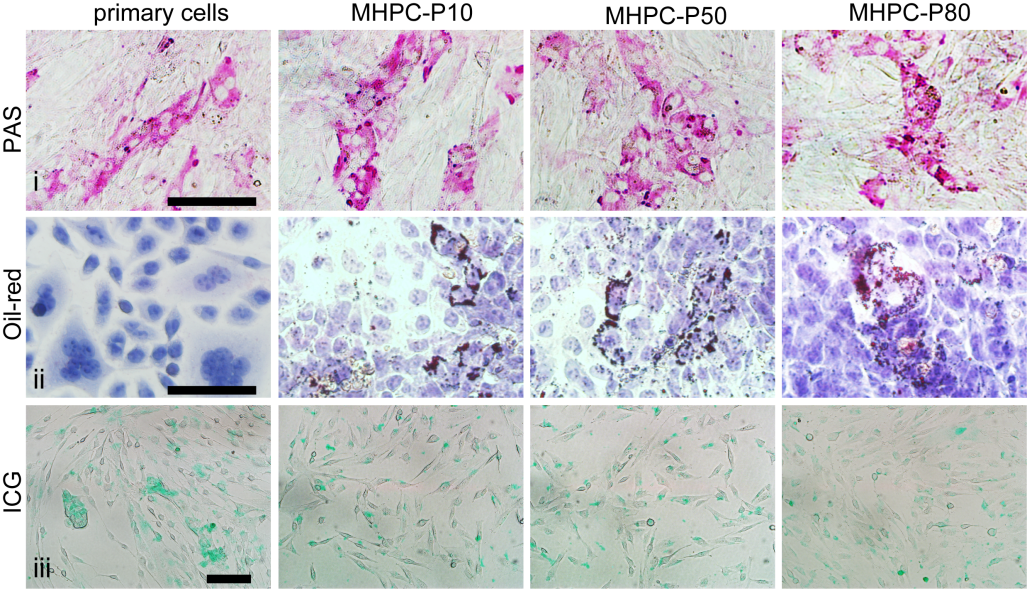
b**

**Supplementary Figure 3. In vitro evaluation for bipotency of different passages of MHPCs and isolated primary cells.** (**a**) *In vitro* bipotency of different passage of MHPCs including (i) PAS staining for glycogen storage in MHPC-derived hepatocytes with 20 ng/ml OSM induction on 2D matrigel, and (ii) (ii) branching structure of cholangiocytes formed by culturing in 3D type 1 collagen gel culture system, and (iii) CK 19 staining (scale bar = 100 µm). (**b**) *In vitro* functional evaluation of MHPCs derived hepatocytes including (i) PAS staining for glycogen storage; and (ii) Oil red O staining for lipid accumulation and (iii) Indocyanine green (ICG) uptake.

**Supplementary Figure 4**

**
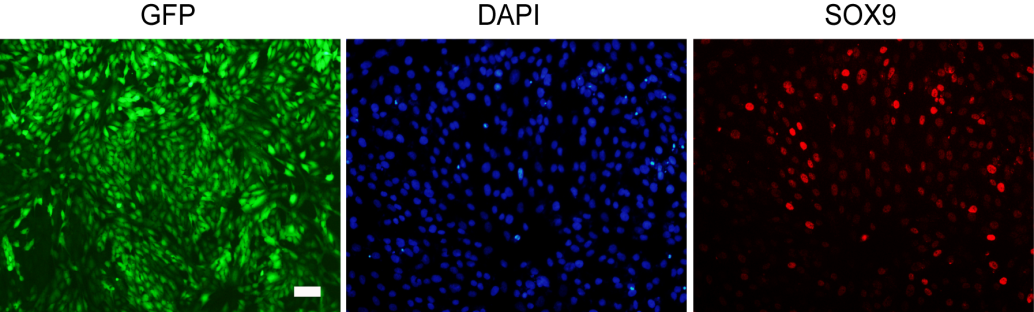
a**

**
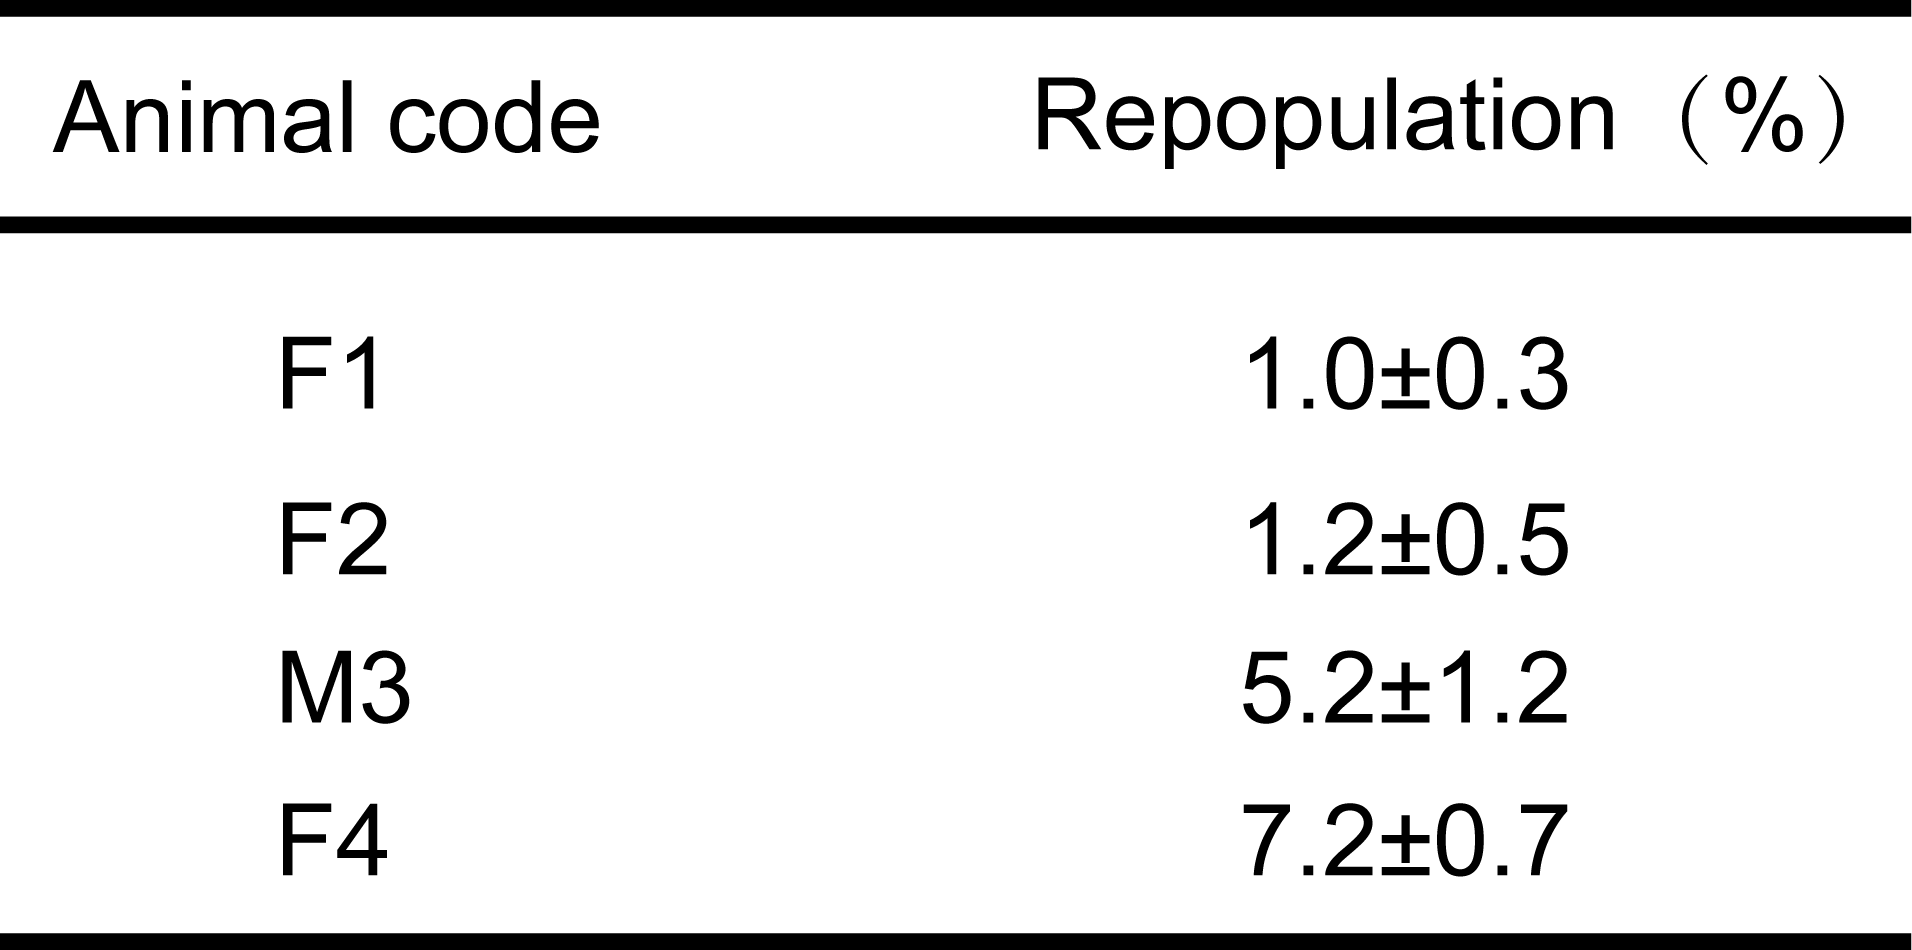
b**

**
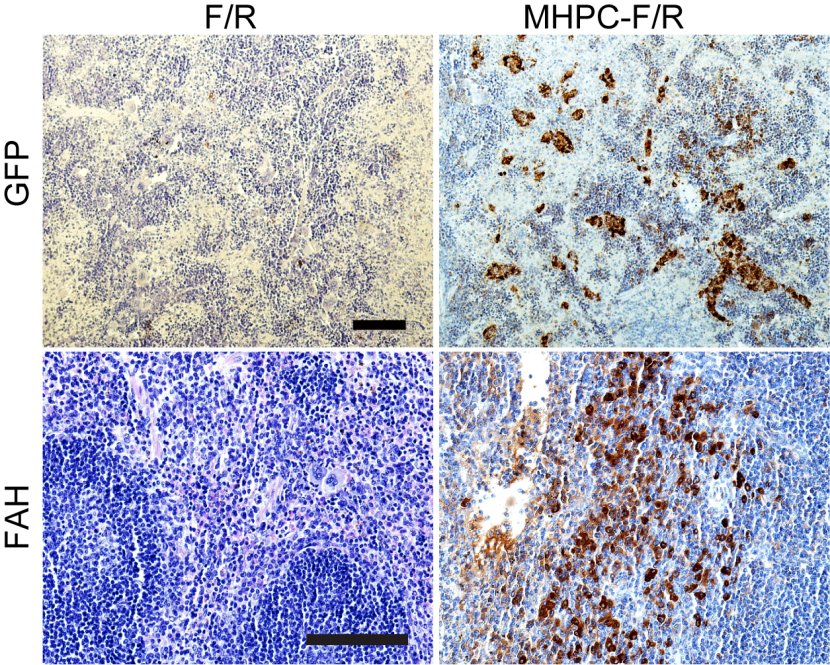
c**

**Supplementary Figure 4. Characterization of EGFP-positive MHPCs and immunostaining of FAH and GFP in spleen tissues from transplanted *F/R* mice.** (**a**) Immunocytochemistry of hepatic progenitor cell marker –SOX 9 in EGFP-positive MHPCs (passage 30) (scale bar=100 µm). Nuclei were counterstained with DAPI. (**b**) Quantitative analysis of Fah-positive cells in total hepatocytes in liver tissues from MHPC-transplanted *Fah^-/-^* mice (n=4). F1 (female), F2, M3 (male) or F4 refers to animal code. (**c**) Immunostaing of FAH and GFP in spleen tissues from transplanted *F/R* mice (scale bar=100 µm).

**Supplementary Figure 5**

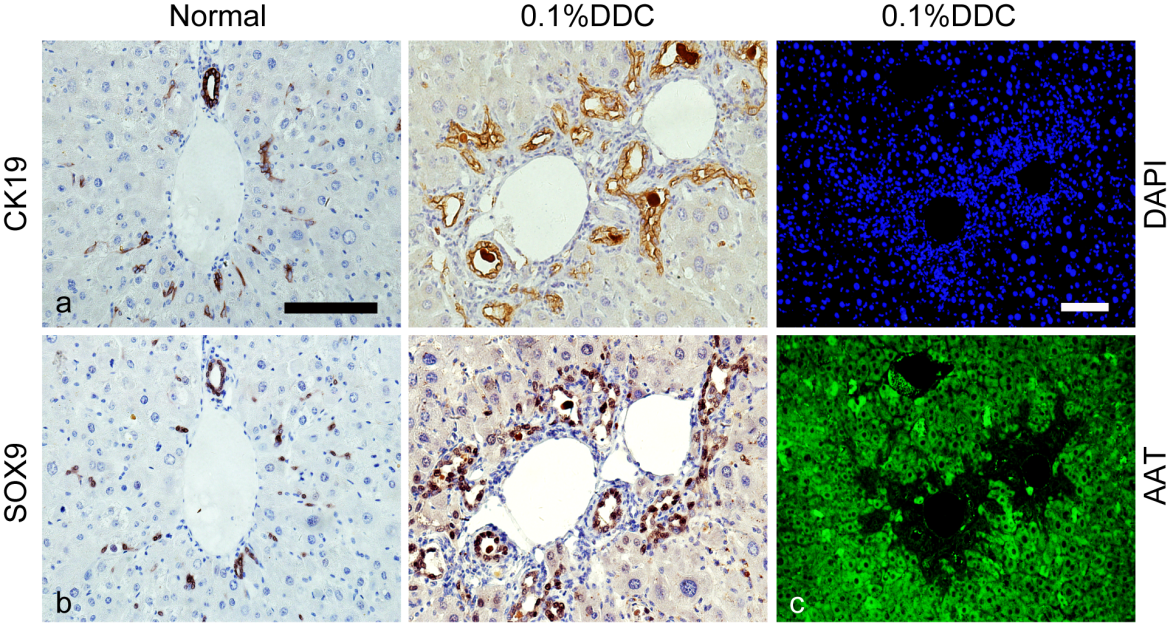

**Supplementary Figure 5. Immunostaining of CK19 (a), SOX9 (b) and AAT (c) in liver tissues from transplanted DDC-injured nude mice.** The results indicated that SOX9 positive progenitor cells mostly differentiated into CK19 positive cholangiocytes, while these cells did not differentiate into AAT positive hepatocytes (scale bar=100 µm).

How the deposited data were processed for this re-analysis (not part of the article)

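RNA from 3 MHPC samples and 3 adult marmoset livers was sequenced by the authors as single-end reads on an Illumina HiSeq instrument. The authors deposited 1 table of FPKM values, in which the reads of a gene are divided by its length in kilobases and by the reads of the library in units of 1000000. The paper's text does not name the aligner, the counting tool, the genome build, or the annotation release, and it tested counts with DESeq at an adjusted *P*-value under 0.05. All 6 columns were used and none was pooled.

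Samples were grouped by the sample labels and the paper's methods into MHPC and adult liver, numbered 1 to 3 as in the labels. No passage, age, or animal was assigned to a library. The numbers are shared by the groups, but the libraries come from separate cultures and animals, so no pairing was assumed in the main comparison.

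FPKM values are not counts, so the main comparison was limma on log2(FPKM + 1) with eBayes and a mean-variance trend, over the 13620 genes with an FPKM of at least 1 in at least 3 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 were used.

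Reads, gene lengths, and library totals were recovered from the FPKM values by finding the whole lengths and totals that make all reads of a gene whole. Between 6501285 and 9682046 reads per library were recovered, and 99.6% to 99.7% of them lay on the listed genes. A length that shares a factor with all reads of its gene is found divided by that factor, so single lengths and reads are lower bounds. At a depth of 6501285 reads, 1 read of a gene of 1783 bases, the median length, is worth an FPKM of 0.0863. Counting error is therefore large for genes that rest on a few reads and smaller for genes with many. It also adds to the spread between MHPC libraries, where the median coefficient of variation beyond counting was 5.37%.

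The recovery and the comparison were tested on simulated data with 200 changed genes. Recovered totals differed from the simulated ones by at most 2 reads, and 98.4% of the values above 0 of 20293 genes were returned exactly. The comparison called 94.5% of the 199 changed genes it tested in the right direction and 0.134% of 13476 unchanged genes. In a second simulation, 50 abundant genes were raised 30-fold in the adult liver libraries. The comparison on unscaled values then called 99.7% of 12675 unchanged genes, 12638 of them higher in MHPCs and 0 lower, and with median-of-ratios size factors it called 0.41%. Of 195 changed genes, it called 50.8% in the right direction on unscaled values and 84.6% with size factors. The median log2 fold change of the unchanged genes on unscaled values was 2.29 in this simulation, a larger shift than the median of 1.09 in the deposited values. Both simulations gave MHPC and adult liver libraries the same spread (negative binomial dispersion of 0.03). In the deposited values the median coefficient of variation beyond counting was 5.37% in MHPCs and 19.9% in adult liver, and 80.6% of the tested genes were called. The rates from the simulations therefore need not hold for the deposited values.

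Before the data were examined, these alternatives were set: a pseudocount of 0.1, all genes above 0, genes with a mean FPKM of at least 5, rescaling to a sum of 1000000, median-of-ratios size factors, quantile normalization, leaving out each library, the replicate number as a block, a 2-fold threshold, eBayes without trend, and Pearson in place of Spearman correlation. Limma-voom on the recovered reads, a variance weight for each group, and comparisons of 2 against 2 libraries were added after the data were seen.

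Genes were to be named if the paper names them for these data, or if they had the 5 largest rises or falls with a gene symbol among called genes whose groups do not overlap. The RefSeq gene list used here (assembly calJac240_pri) carries no Ensembl identifiers, so the 32323 identifiers could not be looked up in it, and the 2 largest rises and 2 largest falls are given by identifier. The genes of Fig. 2a and Supplementary Figure S2 and the gene sets for the cell cycle, DNA replication, metabolism, Wnt, Notch, and Hedgehog were not analysed here for the same reason.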

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

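From the deposited FPKM values, 8878 genes were higher and 2099 lower in MHPCs. Both numbers stayed within 1.5 times these under the pseudocount of 0.1, both filters, rescaling to a sum of 1000000, the 2-fold threshold, eBayes without trend, and a variance weight for each group. The numbers ranged from 8052 to 8893 higher and from 1799 to 2325 lower over the 6 comparisons that each left out 1 library and the 9 comparisons of 2 against 2 libraries, which were run because the paper's methods name 2 biological replicates per condition.

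The scaling changed the balance. With median-of-ratios size factors, 4079 genes were higher and 4373 lower, and the median log2 fold change moved from 1.09 to -0.01. With quantile normalization the numbers were 5472 and 3561, with a median of 0.28, and 60.6% of the called genes were higher. Limma-voom on the recovered reads with median-of-ratios size factors, added after the data were seen, gave 4099 and 4426. The share of called genes that were higher was 80.9% as deposited and 48.3% with size factors. The cause is taken up under the other observations.

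With the replicate number as a block, 8690 genes were higher and 2072 lower. The deviations of same-numbered libraries from their group means correlated at -0.0127, -0.0019, and -0.0746, so the numbers do not pair the libraries.

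The highest Spearman correlation between the groups, 0.521, was 0.729 over all genes above 0 in any library and 0.370 over genes with a mean FPKM of at least 5. It ranged from 0.510 to 0.521 with each library left out. Pearson on log2(FPKM + 1) gave 0.468. The scalings and the pseudocount cannot change a rank correlation within a library. The cause of the change with the filter was not tested.

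The 4 genes given by identifier kept their direction and an adjusted *P*-value under 0.05 in all 25 comparisons other than the main one. The comparisons for the genes of Fig. 2a and Supplementary Figure S2 and for the gene sets were not run, because the identifiers have no names here. The falls of ENSCJAG00000015091 and ENSCJAG00000013986 rest on 71 and 111 MHPC reads. Their adult liver values varied widely, from 20113 to 52553 FPKM and from 13225 to 52746 FPKM. With each library left out in turn, the lowest and highest log2 fold changes of both genes came from leaving out an adult liver. The spread between livers thus limits how exactly the falls are known, beside the few MHPC reads.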

Other observations

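The tests below on the most abundant adult liver genes, on the scaling, on the carry-over of reads, and on the splits of the samples were chosen only after the results were seen. The tests on depth, gene length, and the spread of the libraries were set before their results were seen.

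More genes were called higher than lower in MHPCs, and the median log2 fold change was well above 0. A candidate explanation is that abundant genes take a large share of the reads in adult liver and so lower the FPKM of the other genes there. With all genes rescaled to a sum of 1000000, the median log2 fold change was 1.35. After the 10 most abundant genes of each group were left out of every library it was 0.98, which is 72.9% of that value. After the 100 most abundant of each group were left out it was 0.59, and after the 500 most abundant 0.44. Leaving out the abundant genes of a single group moves the median in a direction set by that choice. It was 0.93, 0.45, and 0.20 without the 10, 100, and 500 most abundant adult liver genes, and 1.41, 1.57, and 1.87 without those of MHPCs. How much of the shift is put on abundant genes thus depends on which are left out. A related candidate is that the authors' scaling to total reads carries this imbalance into the values. With median-of-ratios size factors, 48.3% of the called genes were higher. A difference in depth was not behind the imbalance, since after all libraries were thinned to 6482889 reads 80.8% of the called genes were higher. Gene length was not behind it either, since the lowest median log2 fold change over 5 length bins was 0.97. Neither abundant liver genes, for part of the shift, nor scaling was ruled out, and a true rise in most genes cannot be told apart from them, because the size factors assume that the typical gene does not change and no measure of RNA per cell was analysed here. The calls of many genes depend on this choice. Of the 8878 genes called higher as deposited, 4208 were not called and 591 were called lower with size factors, and 1683 genes not called as deposited were called lower.

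For genes called higher and for genes called lower in MHPCs, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many genes. The other 9 splits gave 0 genes each at an adjusted *P*-value under 0.05, and 12 to 40 genes at an unadjusted *P*-value under 0.05. Each of these 9 splits puts libraries of both groups on either side, so the difference between the groups enters the spread and few calls were bound to result. They therefore give no measure of chance, and with 10 splits the share cannot fall under 0.1. All MHPC libraries come from 1 clone grown in culture and all adult liver libraries from tissue, so cell identity, culture, and the mixture of cell types in tissue cannot be separated.

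The adult liver libraries differed more among themselves than the MHPC libraries. Counting noise was not behind this, since after its variance was subtracted the median coefficient of variation over 10023 genes was 19.9% in adult liver and 5.37% in MHPCs, a ratio of 3.70. A shift shared by the genes of a library, such as abundant genes would cause, should shrink after median-of-ratios scaling. The size factors were 0.6757, 0.5533, and 0.6936 in adult livers 1, 2, and 3. The median SD of log2 values in adult liver was 0.314 as deposited and 0.310 after this scaling. It was 2.66 times that in MHPCs as deposited and 2.76 times after the scaling. Dividing by the size factors also moved adult liver values up and MHPC values down relative to the 1 added before the logarithm. That by itself widens the SD in adult liver and narrows it in MHPCs. The test therefore cannot say how much of the wider spread came from such a shift. Of the 98 genes that reached 1000 FPKM in an adult liver, 14 differed 10-fold or more between the livers, while of the 61 that reached it in MHPCs none did, and the largest difference was 1.59-fold. The livers came from animals of different ages and, by the animal codes in the paper's captions, of both sexes. The MHPC libraries came from passages of 1 clone, and a candidate explanation is variation between animals. Such variation cannot be told apart from an effect of batch or of tissue sampling, or from a contribution of these abundant genes.

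The genes most abundant in adult liver were rarely at 0 in MHPC libraries, although many had only a few reads there. None of the 57 genes with 50000 or more adult liver reads over the 3 livers was at 0 reads over the 3 MHPC libraries (0%). The share at 0 did not fall steadily below this level. It was 3.75% of the genes with 2000 to 5000 adult liver reads and 6.99% with 5000 to 10000. It was 4.76% with 10000 to 20000 (6 of 126 genes) and 5.56% with 20000 to 50000 (4 of 72). These upper ranges hold few genes, and whether 0% differs from them was not tested. Among genes with at most 10 MHPC reads, the share at 0 in the same ranges was 46.6%, 49.1%, 21.4%, and 16.0%. These shares are of 88, 53, 28, and 25 genes, and 15 of the 57 genes had at most 10 MHPC reads. Of the 57 genes, 36 had under 100 MHPC reads, and their MHPC reads were 19.3 per 1000000 adult liver reads at the lowest and 83.7 at the median. Across these 36 genes, which are not independent replicates, adult liver and MHPC reads had a Spearman correlation of 0.551, and FPKM values one of 0.667. Gene length and MHPC reads had one of -0.116. Because the genes were chosen by the reads compared, these correlations cannot rule out low expression of each gene at a level of its own. A candidate explanation is that a small share of adult liver reads was carried over into the MHPC libraries, for example through the index codes of libraries clustered together. Low expression in MHPCs, or a trace of liver RNA, cannot be told apart from it. Of the 36 genes, 13 averaged 1 FPKM or more in MHPCs, the minimum used for testing here, so a low FPKM of an abundant liver gene in MHPCs may not show expression of that gene.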
